# A molecular basis behind heterophylly in an amphibious plant, *Ranunculus trichophyllus*

**DOI:** 10.1371/journal.pgen.1007208

**Published:** 2018-02-15

**Authors:** Juhyun Kim, Youngsung Joo, Jinseul Kyung, Myeongjune Jeon, Jong Yoon Park, Ho Gyun Lee, Doo Soo Chung, Eunju Lee, Ilha Lee

## Abstract

*Ranunculus trichophyllus* is an amphibious plant that produces thin and cylindrical leaves if grown under water but thick and broad leaves if grown on land. We found that such heterophylly is widely controlled by two plant hormones, abscisic acid (ABA) and ethylene, which control terrestrial and aquatic leaf development respectively. Aquatic leaves produced higher levels of ethylene but lower levels of ABA than terrestrial leaves. In aquatic leaves, their distinct traits with narrow shape, lack of stomata, and reduced vessel development were caused by *EIN3*-mediated overactivation of abaxial genes, *RtKANADIs*, and accompanying with reductions of *STOMAGEN* and *VASCULAR-RELATED NAC-DOMAIN7* (*VDN7*). In contrast, in terrestrial leaves, ABI3-mediated activation of the adaxial genes, *RtHD-ZIPIIIs*, and *STOMAGEN* and *VDN7* established leaf polarity, and stomata and vessel developments. Heterophylly of *R*.*trichophyllus* could be also induced by external cues such as cold and hypoxia, which is accompanied with the changes in the expression of leaf polarity genes similar to aquatic response. A closely-related land plant *R*. *sceleratus* did not show such heterophyllic responses, suggesting that the changes in the ABA/ethylene signaling and leaf polarity are one of key evolutionary steps for aquatic adaptation.

## Author summary

Evolutionary adaptation into aquatic environment is widely observed in diverse clades of land plants. To understand the molecular basis behind such adaptation, we analyzed *Ranunculus trichophyllus*, an amphibious plant producing different leaf shape depending on the growth conditions. Aquatic leaves of this plant produce higher levels of ethylene, which causes overactivation of genetic circuits composed of *EIN3*, an ethylene signaling transducer, and abaxial genes that suppress genes regulating stomata and xylem development. In contrast, terrestrial leaves produce higher levels of ABA, which activates adaxial genes and causes activation of stomata and xylem developments. Such changes in the ABA/ethylene signaling and leaf polarity after submergence were not observed in the closely-related land plant *R*. *sceleratus*, indicating that they are key evolutionary steps towards aquatic adaptation.

## Introduction

Since plants are sessile organisms, specific adaptations to their given environments are critical for their survival. Thus, compared to animals, plants show higher levels of phenotypic plasticity, differential phenotypic alterations exhibited in the same species depending on their surrounding environments [1, 2]. One of the most dramatic plant plasticity is heterophylly, an ability to produce morphologically different types of leaves depending on the growth environments [3]. Amphibious plants produce different shapes of leaves when grown under water compared to terrestrial growth; they usually produce thin and slender leaves in aquatic conditions but produce thick and stout leaves in terrestrial conditions [3]. Currently, the molecular mechanisms behind such heterophylly of amphibious plants are not well known.

Plant hormones participate in various plant developments so that plant architecture is shaped by the accurate regulation of the hormones [4, 5]. Plasticity by water adaptation is also regulated by plant hormones. Abscisic acid (ABA), auxin, ethylene, and gibberellin (GA) were proposed to mediate perception and responses to submergence into water [6, 7]. For example, auxin influences hyponastic growth and development of adventitious roots in submerged condition [6, 8]. Ethylene also regulates adventitious roots and rapid shoot growth when submerged, especially in deep water rice [7, 9]. Exogenous ABA treatment induces terrestrial leaf development in many aquatic plants whereas exogenous GA induces aquatic leaf development in some aquatic plants [3].

Leaf, as a photosynthetic organ, is a major plant organ showing plastic development depending on the environments [10, 11]. Leaves are developed from the shoot apical meristem as lateral organs and the leaf development is coordinated through three axes, a proximo-distal axis, an adaxial-abaxial (dorso-ventral) axis and medio-lateral axis. Adaxial-abaxial polarity has been well studied at the molecular level because establishment of this axis is critical for leaf morphogenesis [12]. Recent studies have identified several families of transcription factor genes determining adaxial and abaxial cell fate in the leaf [12, 13]. For example, *KANADI* (*KAN*) and *YABBY* (*YAB*) families and two *AUXIN RESPONSE FACTOR* genes (*ARF3/ETTIN* and *ARF4*) play critical roles in determination of abaxial cell fate whereas class III *homeodomain-leucine zipper* (*HD-ZIPIII*) genes, ARP (*ASYMMETRIC LEAVES1*, *ROUGH SHEATH2*, and *PHANTASTICA*) class Myb genes, and a LOB domain transcription factor, *ASYMMETRIC LEAVES2* (*AS2*), determine adaxial cell fate [14–18]. In addition, the expression domains of leaf polarity genes are finely delimited by small RNA; i.e., miR165/166 degrades *HD-ZIPIII* transcripts in abaxial side and tasiRNA erases the transcripts of *ARF3* and *ARF4* in adaxial side of the leaves [14, 19]. Likewise, abaxial fate-determining genes act antagonistically with adaxial fate-determining genes. For example, the *HD-ZIPIII* genes are ectopically expressed in abaxial side of the leaves in *kan1 kan2* double mutant, thus causing adaxialization [15]. In addition, overexpression of *KAN2* causes reduced expression of *PHB*, a *HD-ZIPIII* gene [15], indicating that *KAN* genes suppress the expression of *HD-ZIPIII*. In contrast, gain-of-function of *HD-ZIPIII* causes adaxialization whereas loss-of-function of *HD-ZIPIII* genes like *phb phv rev* triple mutant causes abaxialization, indicating that *HD-ZIPIII* genes antagonistically suppress *KANs* [13, 20]. Interestingly, both abaxialization and adaxialization cause partial radialization of the leaves.

Land plants have evolved from aquatic plants, algae, in Silurian period, ca. 400 million years ago [21]. Afterwards, they have developed various traits for land adaptation such as vascular structure, stomata and seed development [22, 23]. In addition, they have evolved a plant hormone, abscisic acid (ABA), and ABA signaling to endure dehydrated environments [24]. During the evolutionary process, diverse families of plants re-colonized water and turned into aquatic plants [25, 26]. Although derived from diverse clades of land plants, many submerged plants share common phenotypes such as thin and cylindrical leaves [3]. As submerged plants are subjected to the same selection pressure, there may be a common evolutionary developmental (evo-devo) mechanism modified from the genetic circuits present in the terrestrial plants. Such evo-devo mechanisms have yet to be disclosed.

In this study, we delved into the potential evo-devo adaptive mechanism of an amphibious plant, *Ranunculus trichophyllus* var. *kadzusensis*, which is an endangered species in Korea that lives in rice pad. We hypothesized that amphibious plants are an evolutionary bridge between land and aquatic plants, thus, the elucidation of adaptive molecular mechanism in *R*. *trichophyllus* would provide an insight how land plants re-adapted to aquatic environments. *Ranunculus* is a widespread genus containing hundreds of species adapted to various habitats in the northern hemisphere [27]. Many *Ranunculus* species live near the water, and some species adapted to aquatic environments [27, 28]. Therefore, *Ranunculus* genus is a good model system to investigate how land plants recolonized aquatic environments.

Here we show that the heterophylly of an amphibious plant, *R*. *trichophyllus*, is widely controlled by two plant hormones, ethylene and ABA. The protoplast transfection assays, at least in cellular level, demonstrated our hypothesis indicating that ethylene, increased at aquatic conditions, induces ETHYLENE INSENSITIVE3 (EIN3)-mediated overactivation of abaxial genes, *KANs*, and suppression of *STOMAGEN* (*STO*) and *VASCULAR-RELATED NAC-DOMAIN7* (*VDN7*), which cause cylindrical leaf morphology, lack of stomata, and reduced xylem development, three hallmarks of aquatic plants. In contrast, ABA, increased at terrestrial conditions, establishes leaf polarity through ABSCISIC ACID INSENSITIVE3 (ABI3)-mediated activation of adaxial genes, *HD-ZIPIIIs*, in adaxial side of the leaves, and induces *STO* and *VDN7* for the development of stomata and vessel elements. In addition, we show that molecular changes have occurred in the expressions of ABA biosynthetic gene and leaf polarity genes in aquatic *R*. *trichophyllus* compared to a land plant relative, *R*. *sceleratus*.

## Results

### Morphological traits showing heterophylly of *R*. *trichophyllus*

*Ranunculus trichophyllus* is an amphibious plant that grows both on land and under water. Depending on their growth environments, they develop morphologically different types of leaves (Fig 1). Under terrestrial conditions, *R*. *trichophyllus* develops thick and broad leaves whereas under aquatic conditions it produces thin and cylindrical leaves (Fig 1A). The leaf index, a leaf length-to-width ratio, in aquatic leaves was approximately 10-fold higher than that in terrestrial leaves (Fig 1Ai), which is an indicative of slender appearance of aquatic leaves. Microscopic analyses showed that terrestrial leaves have well-developed stomata, particularly on adaxial surfaces, whereas aquatic leaves completely lack stomata (Fig 1Ab, c, f and g). When comparing cell structure, terrestrial leaves showed stout and irregular-shaped epidermal cells, whereas aquatic leaves showed slender and rectangular epidermal cells. We also observed that terrestrial leaves have a higher number of developed vessel elements than aquatic leaves (Fig 1Ad and h). In contrast, a close sister species *R*. *sceleratus*, which lives near the waterside, does not show such heterophylly (Fig 1B). The leaf index and leaf morphology of *R*. *sceleratus*, were not affected by 1 week submergence. In addition, stomata density and the number of vessel elements were little changed by submergence (Fig 1B). Moreover, *R*. *sceleratus* showed severe growth retardation by 3 weeks of long-term submergence, which is similar to *Arabidopsis thaliana* (S1 Fig). It suggests that the heterophyllic response of *R*. *trichophyllus* is evolutionarily adaptive trait for long-term submergence.

**Fig 1:**
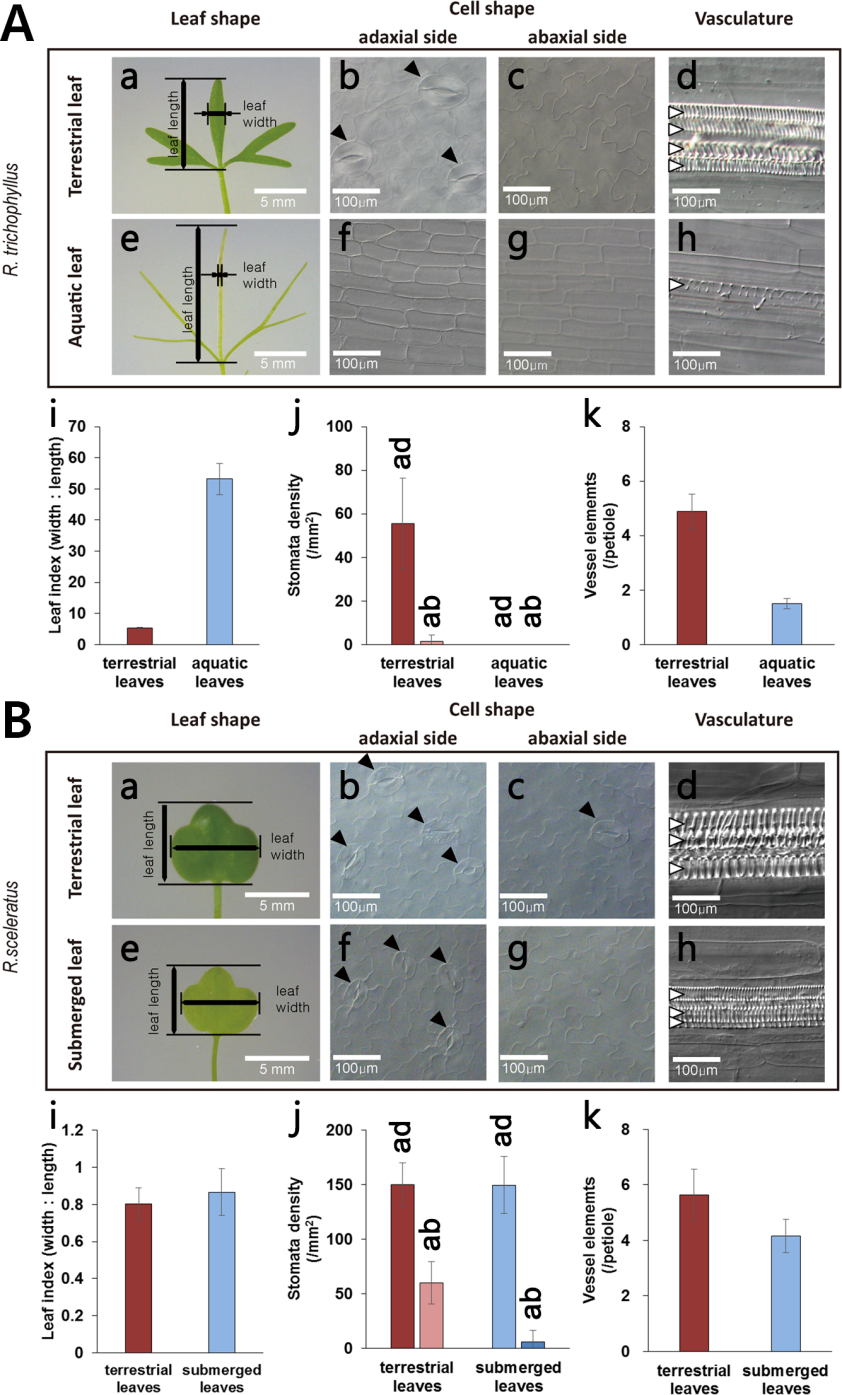
Heterophyllic leaf developments depending on environments are shown in *R*. *trichophyllus* but not in sister species, *R*. *sceleratus*. Seedling morphologies and microscopic images of *R*. *trichophyllus* (A) and *R*. *sceleratus* (B) grown under aerial vs aquatic environments. Seeds of *R*. *trichophyllus* or *R*. *sceleratus* were germinated on solid MS media for 1 week, then transferred to aerial or aquatic environments. The true leaves produced at 7 days after transference were used for analysis. (*a-d*) terrestrial and (*e-h*) aquatic/submerged plants, (*b*, *c*) cell shapes of terrestrial leaves and (*f*, *g*) those of aquatic/submerged leaves, (*d*) vasculature of terrestrial and (*h*) that of aquatic leaves. (*i-k*) Statistical analyses of leaf indices (*i*), stomatal densities (*j*), and number of vessel elements (*k*) in terrestrial and aquatic/submerged leaves. Data are collected from 24 individual samples and presented as means ± SD from three biological replicates. Black arrowheads denote stomata and white arrowheads denote individual vessel element.

### Transcriptomic analysis of *R*. *trichophyllus*

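RNA was sequenced from *R. trichophyllus* plants grown on land (terrestrial) and under water (aquatic), in 3 libraries per condition. In the labels, replicate 1 of both conditions is leaf at 14 days, and replicates 2 and 3 are leaf with shoot apical meristem at 11 days. The paper gives 1 harvest, of upper parts with leaves and shoot apexes in the legend of Fig. 2 and of whole plant tissues in the methods, from seedlings moved at 7 days and kept in each condition for 10 days. Over 10 marker genes of the shoot apex and of dividing cells, the 14-day library lay below the mean of the 11-day libraries by a median log2 ratio of -5.94 in terrestrial plants and -5.70 in aquatic plants. KNOLLE, a syntaxin of the cell plate, had 1.92, 122.8 and 172 CPM, counts scaled to library size, in terrestrial replicates 1 to 3, and 0.630, 78.2 and 53.1 CPM in aquatic replicates 1 to 3. The authors assembled the reads de novo and deposited expected counts, TPM and FPKM for 210686 transcripts in each library. The total count was 30113443, 25345718 and 25716924 in terrestrial replicates 1 to 3, and 33978729, 26864711 and 30523642 in aquatic replicates 1 to 3. A deposited annotation table gives the best *Arabidopsis thaliana* protein match of 17559 transcripts. Their counts were summed over 8613 homologs, so that paralogs with the same match were merged. The difference between conditions was tested with edgeR's quasi-likelihood test after TMM scaling, with a term for the harvest, on 58039 transcripts and 8154 homologs that passed a minimum count of 10. Log2 fold changes are aquatic over terrestrial, and the p-values, adjusted by the Benjamini-Hochberg method, measure only the spread between these samples. Intervals and bounds given for single genes cover counting error only. Standard errors were derived from edgeR's F statistic, as the absolute log2 fold change over the square root of F. They are approximate and can be too small where a condition has few counts.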

To understand the molecular basis of heterophylly in *R*. *trichophyllus*, we performed quantitative whole gene expression analysis using terrestrial leaves vs aquatic leaves by RNA sequencing. 

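In aquatic plants, PME17, KOR2 and TT10 were among the 10 homologs with the largest increases, and CAX3, YUC9, CYP707A2 and ABCG22 among the 10 with the largest decreases. The homolog of PME17, a pectin methylesterase, rose by 6.82 on the log2 scale (standard error 0.88, adjusted p = 0.0157 from edgeR), from 21.4 ± 11.8 CPM (SD, n = 3) in terrestrial plants to 2875 ± 2222 CPM (SD, n = 3) in aquatic plants. KOR2, an endoglucanase, rose by 6.62 (adjusted p = 0.0123). TT10, a laccase, rose by 8.34 (adjusted p = 0.0386), with 65.4, 245 and 6.72 CPM in aquatic replicates 1 to 3. CAX3, a vacuolar calcium exchanger, fell, with 6538 counts against 1, a ratio of 5902 (95% counting interval 1059 to 233138, adjusted p = 0.00329). YUC9, a flavin monooxygenase of auxin synthesis, fell, with 505 counts against 2, a ratio of 228 (95% counting interval 62.8 to 1887, adjusted p = 0.00834). CYP707A2, which degrades abscisic acid, fell by 6.18 (standard error 0.37, adjusted p = 0.00679), with 737 counts against 8. With so few aquatic counts that standard error is likely too small. ABCG22, a transporter, fell by 7.14 (standard error 1.16, adjusted p = 0.0214). AT1G70820 had 298 counts in the terrestrial plants and 0 in the aquatic plants, at least 89.97-fold lower against a floor of 3 counts over the group.

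Of 58039 transcripts tested, 3727 were higher and 2346 lower in aquatic plants at an adjusted p under 0.05 from edgeR. With the replicate number as a block these counts were 2364 and 956, and TT10 (adjusted p = 0.0924), ABCG22 (adjusted p = 0.0673) and AT1G70820 (adjusted p = 0.0586) no longer passed. An *Arabidopsis* match was given for 1209 of the transcripts that rose and 999 of those that fell. By FPKM ratio alone, aquatic against terrestrial of the same replicate number, with FPKM of at least 1 in either library, 7034 transcripts were 2-fold higher and 20235 2-fold lower in experiment 1, 17620 and 7358 in experiment 2, and 8122 and 8755 in experiment 3. In any experiment 25455 were higher and 28400 lower, and in all 3 experiments 1969 and 1810, beside 77177 transcripts with FPKM of at least 1 in any library. Aquatic replicate 1 held 36.2% of its counts in 3 unannotated transcripts, which held 0.287 to 0.987% in the other libraries, and the median FPKM ratio of experiment 1 was 0.668, or 1.04 without them. Of the transcripts 2-fold higher in experiment 2, 54.1% had at most 3 counts over the other 5 libraries. Without replicate 2 of both conditions edgeR called 0 transcripts (9041 at an unadjusted p under 0.05), and without replicate 3 of both conditions 0 (10253). With the harvest term these fits leave little to estimate the spread. The 0 calls therefore do not show that the result rests on the replicate left out. Without aquatic replicate 2 alone edgeR called 1363 higher and 549 lower.

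**Figure D1:**
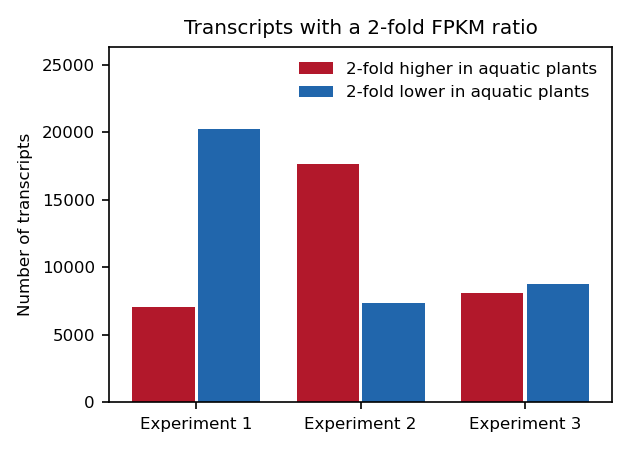
Number of transcripts with a 2-fold higher or 2-fold lower FPKM in aquatic plants than in terrestrial plants, for each of the 3 experiments. Lower transcripts outnumber higher ones in experiment 1 (20235 against 7034), and higher ones outnumber lower ones in experiment 2 (17620 against 7358).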

A total of 77,459 transcripts were analyzed, and ca. 15.8% of transcripts were up- or down-regulated in aquatic leaves compared to terrestrial leaves (Fig 2A). 

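Genes annotated to wounding, fungi, chitin, salicylic acid and jasmonic acid were higher in aquatic plants as groups, while groups annotated to light, cold, heat and salt did not pass the test. Of 111 homologs under response to wounding, 29 rose and 4 fell, with a median log2 fold change of 0.49 (adjusted p = 0.000389 from limma's camera with a preset correlation, adjusted p = 0.683 with an estimated correlation). Response to chitin, a polymer of fungal walls, had 27 of 102 homologs higher and 1 lower (adjusted p = 0.000157; adjusted p = 0.683 with an estimated correlation). Response to fungus had 14 of 46 homologs higher and 0 lower (adjusted p = 0.00319; adjusted p = 0.683 with an estimated correlation). Among groups for hormones of defence, response to salicylic acid had 13 of 44 homologs higher and 2 lower (adjusted p = 0.00829; adjusted p = 0.683 with an estimated correlation). Response to jasmonic acid had 18 of 80 homologs higher and 2 lower (adjusted p = 0.0347; adjusted p = 0.683 with an estimated correlation). Response to water deprivation had 20 of 104 homologs higher and 5 lower (adjusted p = 0.106), and its share among the homologs that rose was above its share of all those tested (adjusted p = 0.0295 from Fisher's exact test). Response to heat had 10 of 83 homologs higher and 1 lower (adjusted p = 0.446), and response to cold 20 of 115 homologs higher and 14 lower (adjusted p = 0.968). Response to salt stress had 33 of 252 homologs higher and 19 lower (adjusted p = 0.327), and response to light stimulus 7 of 74 homologs higher and 7 lower (adjusted p = 0.305).

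Over all homologs, 783 rose and 553 fell, so that 58.6% of the calls were increases. DESeq2 called 1405 and 1333, or 51.3% increases, and without the harvest term edgeR called 25 and 9. With the replicate block the counts were 327 and 118, and limma on quantile-normalized FPKM gave 740 and 801, or 48.0% increases. Of 856 GO terms of the annotation table with at least 10 tested homologs, camera placed 71 higher and 86 lower with the preset correlation, and 0 with an estimated one (19 at an unadjusted p under 0.05). With an estimated correlation the test rests on the few residual degrees of freedom of 6 libraries. Hardly any term could then pass after adjustment, so not passing decides little. In aquatic replicate 2, 1642 transcripts with a fungal best match had a count, against 54 to 161 in the other libraries. Without that library edgeR called 0 homologs (2478 at an unadjusted p under 0.05). The homologs hold only *Arabidopsis* matches, and calls were also lost without other libraries. Without terrestrial replicate 2 edgeR called 119 higher and 39 lower, and without terrestrial replicate 3 54 and 16. Without aquatic replicate 3 these were 446 and 155, without terrestrial replicate 1 846 and 704, and without aquatic replicate 1 870 and 758.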

In general, the genes involved in the response to internal and external stimuli and stress-response genes showed significant up-regulation in aquatic plants (Fig 2B). 

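Homologs of genes that respond to low oxygen changed in both directions in aquatic plants. SUS4, a sucrose synthase, rose by 1.45 on the log2 scale (standard error 0.20, adjusted p = 0.0173 from edgeR), from 84.7 ± 6.41 CPM (SD, n = 3) to 238 ± 70.4 CPM (SD, n = 3). LBD41, a transcription factor gene induced by low oxygen, rose by 2.41 (standard error 0.43, adjusted p = 0.0258). PDC1, a pyruvate decarboxylase, fell by 1.85 (standard error 0.18, adjusted p = 0.0114) and ADH1, an alcohol dehydrogenase, fell by 1.22 (standard error 0.27, adjusted p = 0.0435), while PDC2, another pyruvate decarboxylase, had a log2 fold change of -0.23 (adjusted p = 0.304). The called genes were 2 members higher and 2 lower among 11 tested of a fixed hypoxia list (2 higher and 2 lower when adjusted over the list alone). The median log2 fold change of the list was 0.08, while camera placed it lower (adjusted p = 0.890), or higher without replicate 1 of both conditions (adjusted p = 0.806). Under the GO term response to hypoxia, 3 of 27 homologs rose and 1 fell (adjusted p = 0.908 from camera). Under defense response, 20 of 100 homologs rose and 7 fell, with a median log2 fold change of 0.24 (adjusted p = 0.0912 from camera). Homologs under defense response made up more of the genes that rose than of all genes tested (adjusted p = 0.0210 from Fisher's exact test). Under response to osmotic stress, 5 of 45 homologs rose and 2 fell (adjusted p = 0.331 from camera). These GO terms hold only homologs annotated to them directly, not those of narrower terms. With the replicate block PDC1 passed (adjusted p = 0.0387), and SUS4 (adjusted p = 0.0530), LBD41 (adjusted p = 0.0616) and ADH1 (adjusted p = 0.103) did not. Defense response passed in DESeq2 (adjusted p = 0.0136) and without replicate 3 of both conditions (adjusted p = 0.0375). In the main fit it had adjusted p = 0.683 from camera with an estimated correlation.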

Among the Gene Ontology (GO) terms related to stress response, ‘response to hypoxia’ (GO:0001666), ‘defense response’ (GO:0006952), ‘response to osmotic stress’ (GO:0006970) were prominent for up-regulation in aquatic plants, which may have evolved to protect plants from environmental stimuli and hypoxia stress in aquatic environments. 

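In aquatic plants TMM and ICE1 of the stomatal lineage, BLUS1 and PHOT2 of guard cells and REV and PXY of vascular patterning fell, while the fixed lists of these genes did not pass as groups, and genes of xylem and lignin changed in both directions. The homolog of TMM, a receptor-like protein of stomatal patterning, fell by 3.72 on the log2 scale (standard error 0.47, adjusted p = 0.0155 from edgeR), with 0.248, 8.51 and 18.6 CPM in terrestrial replicates 1 to 3 and 0, 1.03 and 1.05 CPM in aquatic replicates 1 to 3. ICE1, a bHLH factor of the stomatal lineage, fell by 2.00 (standard error 0.38, adjusted p = 0.0311), from 87.2 ± 31.8 CPM (SD, n = 3) to 26.6 ± 18.8 CPM (SD, n = 3). SPCH, which starts the lineage, had a log2 fold change of -2.16 (adjusted p = 0.0668), and MYB60, a guard cell factor, -2.99 (adjusted p = 0.116), while HDG2, a homeodomain factor, had 0.66 (adjusted p = 0.0579) and YDA, a kinase, 0.37 (adjusted p = 0.0798). Of 10 stomatal genes tested, 0 rose and 2 fell (2 higher and 3 lower when adjusted over the list alone; adjusted p = 0.206 from camera). Of 5 guard cell genes, 0 rose and 2 fell (0 higher and 2 lower when adjusted over the list alone; adjusted p = 0.410 from camera): BLUS1, a kinase of stomatal opening in blue light, fell by 4.90 (adjusted p = 0.0205), and PHOT2, a blue light receptor, fell by 0.87 (adjusted p = 0.0249). Of 63 homologs under the GO term stomatal complex morphogenesis, 4 rose and 13 fell (adjusted p = 0.00211 from camera, adjusted p = 0.719 with an estimated correlation).

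REV, a class III HD-ZIP factor of vascular and leaf patterning, fell by 1.03 on the log2 scale (standard error 0.18, adjusted p = 0.0251 from edgeR), and PXY, a receptor kinase of the vascular cambium, fell by 1.19 (standard error 0.25, adjusted p = 0.0391). Of 10 vascular patterning genes, 2 fell and 0 rose (0 higher and 4 lower when adjusted over the list alone; adjusted p = 0.11996 from camera). Of 18 xylem genes, 3 rose and 3 fell (6 higher and 4 lower when adjusted over the list alone; adjusted p = 0.845 from camera). VND4, a NAC factor of vessel formation, fell by 1.89 (adjusted p = 0.0328), LAC17, a laccase of lignin polymerization, fell by 2.93 (adjusted p = 0.0348), and IRX6, a secondary wall protein named after its value was seen, fell by 2.91 (adjusted p = 0.0408). F5H and CCR1, enzymes of lignin monomer synthesis, rose by 2.79 (adjusted p = 0.0221) and 3.29 (adjusted p = 0.0241), and KNAT7, a repressor of secondary wall formation, rose by 2.13 (adjusted p = 0.0447). XCP1, a cysteine peptidase of xylem, had a log2 fold change of -2.78 (adjusted p = 0.136) and 0 counts in aquatic replicate 1, and VND7 had 0.05 (adjusted p = 0.928). VND7 had only 35 counts over the terrestrial libraries and 32 over the aquatic ones, so a change in it could be missed. Under the GO term xylem and phloem pattern formation, 2 of 30 homologs rose and 4 fell (adjusted p = 0.0447 from camera, adjusted p = 0.684 with an estimated correlation and 0.0535 with the replicate block). The study shows 12 genes for stomata and 16 for vasculature, which are not independent evidence. Of the 9 tested for stomata, 0 rose and 2 fell (0 higher and 2 lower when adjusted over the list alone). Of the 15 tested for vasculature, 1 rose and 2 fell (2 higher and 3 lower when adjusted over the list alone). Of 10 marker genes of the shoot apex and dividing cells, 0 rose and 4 fell, among them CLV1, a receptor kinase of the shoot meristem, which fell by 0.96 (adjusted p = 0.0156; 1 higher and 4 lower when adjusted over the list alone).

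With the replicate block, TMM (adjusted p = 0.0406) and F5H (adjusted p = 0.0465) passed, while ICE1 (adjusted p = 0.0739), BLUS1 (0.0640), PHOT2 (0.0642), REV (0.0696), PXY (0.0957), VND4 (0.0556), LAC17 (0.0824), IRX6 (0.0879), CCR1 (0.0696) and KNAT7 (0.104) did not. Of the 4 called shoot apex markers CLV1 (adjusted p = 0.0464) passed with that block, and AUR1 (0.0686), KNOLLE (0.0841) and CDKB2;1 (0.105) did not. TMM and IRX6 have 0 counts in aquatic replicate 1, so their fitted fold changes depend on the prior count.

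**Figure D2:**
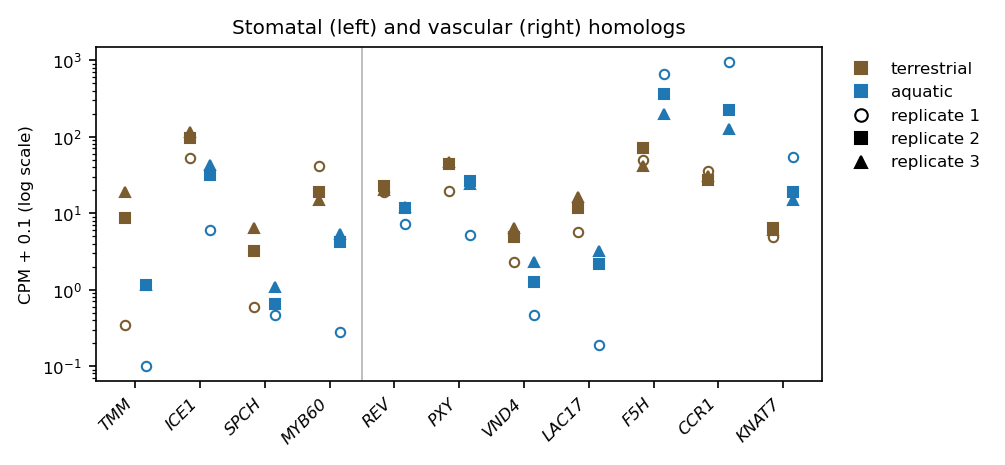
CPM plus 0.1, on a log axis, of stomatal homologs (left) and vascular homologs (right) in each library; brown points are terrestrial and blue points aquatic, and the shape gives the replicate. The aquatic points of TMM, ICE1, REV and PXY lie below the terrestrial points of the same replicate, and those of F5H, CCR1 and KNAT7 above them.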

We also found that genes involved in stomata and vascular developments were considerably down-regulated in aquatic leaves, which reflect lack of stomata and underdeveloped vessel elements. Moreover, well-known pathogen-resistance genes were up-regulated and genes for wax biosynthesis were down-regulated (Fig 2C). 

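Defence genes were higher in aquatic plants as a group with camera's preset correlation (adjusted p = 0.0119) and not with an estimated one (adjusted p = 0.861), and wax and cutin genes had mostly negative log2 fold changes, of which none passed the test. TGA1, a bZIP factor of salicylic acid responses, rose by 2.02 on the log2 scale (standard error 0.31, adjusted p = 0.0198 from edgeR), from 9.14 ± 2.55 CPM (SD, n = 3) to 44.3 ± 36.0 CPM (SD, n = 3). CERK1, the chitin receptor kinase, rose by 0.85 (standard error 0.13, adjusted p = 0.0198). MLO2, known as a susceptibility factor for powdery mildew, rose by 1.49 (standard error 0.14, adjusted p = 0.0112). PR4, a chitin-binding protein, had a log2 fold change of 2.26 (adjusted p = 0.0936) and YLS9 had 2.14 (adjusted p = 0.0782), both above the terrestrial library in all 3 experiments. Of 9 defence genes tested, 3 rose and 0 fell (7 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.71. Without aquatic replicate 2, which held the most transcripts with a fungal match, the adjusted p of the list from camera was 0.0207, and edgeR called 0 of all homologs (2478 at an unadjusted p under 0.05). Leaving out another single library left from 54 higher and 16 lower homologs (terrestrial replicate 3) to 870 and 758 (aquatic replicate 1). The study shows 5 pathogen genes, which are not independent evidence. Of the 3 tested, 1 rose and 0 fell (3 higher and 0 lower when adjusted over the list alone, adjusted p = 0.11996 from camera, adjusted p = 0.0118 without replicate 3 of both conditions, adjusted p = 0.861 with an estimated correlation).

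Of 19 wax and cutin genes, 16 had a negative log2 fold change, 1 rose and 0 fell (median -1.86; 1 higher and 0 lower when adjusted over the list alone; adjusted p = 0.11996 from camera, adjusted p = 0.925 with an estimated correlation). The one that rose was ABCG11, a transporter of cuticle lipids, by 0.90 (standard error 0.14, adjusted p = 0.01999 from edgeR), with -1.90 for its single most abundant transcript (adjusted p = 0.362). LACS1, a long-chain acyl-CoA synthetase, had a log2 fold change of -2.81 (standard error 0.91, adjusted p = 0.0917), with 345, 365 and 389.7 CPM in terrestrial replicates 1 to 3 and 6.85, 112 and 120.2 CPM in aquatic replicates 1 to 3. CER4, a fatty acyl-CoA reductase, had -3.67 (standard error 1.98, adjusted p = 0.238), with 2375, 624 and 467 CPM against 0.540, 132 and 119.9 CPM. CER3, of alkane synthesis, had -1.86 (standard error 1.46, adjusted p = 0.396), with 629, 140.5 and 150.3 CPM against 5.94, 114 and 105 CPM, and KCS1, a ketoacyl-CoA synthase, -2.52 (adjusted p = 0.164). In an interaction test in edgeR, 14 of the 19 wax and cutin genes had a lower ratio of aquatic to terrestrial at 14 days than at 11 days (adjusted p under 0.05; median log2 difference -4.71 over the list), so fold changes averaged over the harvests describe neither harvest for these 14. Of 9 wax genes the study shows, which are not independent evidence, 8 had a negative log2 fold change, 0 rose and 0 fell (0 higher and 0 lower when adjusted over the list alone). The wax and cutin list passed as lower in camera without aquatic replicate 1 (adjusted p = 0.0136) or terrestrial replicate 1 (adjusted p = 0.0121). Both are in effect the same comparison of the 11-day libraries, as the harvest term fits the other 14-day library exactly. The list also passed as lower without replicate 2 of both conditions (adjusted p = 0.0244) and without replicate 3 of both conditions (adjusted p = 0.0489). With the replicate block MLO2 (adjusted p = 0.0335) and the defence list (adjusted p = 0.0103) passed, and TGA1 (adjusted p = 0.0578), CERK1 (adjusted p = 0.0588) and ABCG11 (adjusted p = 0.0608) did not. With that block and an estimated correlation, the defence list had adjusted p = 0.933 from camera.

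**Figure D3:**
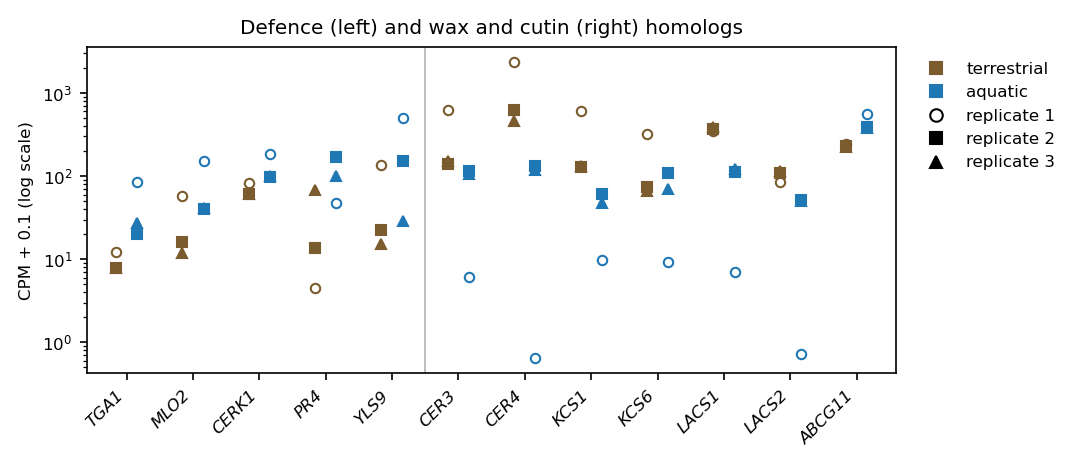
CPM plus 0.1, on a log axis, of defence homologs (left) and wax and cutin homologs (right) in each library; brown points are terrestrial and blue points aquatic, and the shape gives the replicate. Aquatic replicate 1 lies lowest for CER4 (0.540 CPM) and LACS1 (6.85 CPM).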

More importantly, the transcriptome analysis clearly pointed out that the two plant hormones, ethylene and ABA, are related to heterophyllic leaf development (Fig 2D). Such transcriptional changes may be required for evolutionary adaptation into aquatic environments. To test this hypothesis, we analyzed the effects of submergence on the expressions of the orthologous genes from *R*. *sceleratus*. In contrast to *R*. *trichophyllus*, the orthologous genes from *R*. *sceleratus* showed no significant differential expression in response to submergence (S2 Fig).

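Ethylene response genes were higher in aquatic plants as a group, and abscisic acid (ABA) genes changed in both directions. Of 89 homologs under the GO term response to ethylene, 23 rose and 3 fell, with a median log2 fold change of 0.35 (adjusted p = 0.00134 from camera, adjusted p = 0.683 with an estimated correlation). Of 29 homologs under ethylene biosynthetic process, 14 rose and 1 fell (adjusted p = 0.000157 from camera, adjusted p = 0.683 with an estimated correlation). ERF38, a member of the ethylene response factor family, rose by 3.16 on the log2 scale (standard error 0.20, adjusted p = 0.00679 from edgeR), from 0.186, 2.25 and 2.70 CPM in terrestrial replicates 1 to 3 to 1.26, 22.9 and 24.1 CPM in aquatic replicates 1 to 3. Of 12 tested genes of ethylene synthesis and signalling, 1 rose and 0 fell (1 higher and 0 lower when adjusted over the list alone; adjusted p = 0.410 from camera). EBF1, an F-box protein that targets EIN3, had a log2 fold change of 0.64 (adjusted p = 0.0528), EIN3 had 0.50 (adjusted p = 0.128) and CTR1 0.24 (adjusted p = 0.128). ERF1 had -2.48 (adjusted p = 0.243), and the synthesis genes ACO1 and ACS6 -1.35 (adjusted p = 0.257) and -0.94 (adjusted p = 0.187).

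Of 143 homologs under response to abscisic acid, 17 rose and 8 fell (adjusted p = 0.392 from camera). Under abscisic acid-activated signaling pathway, 18 of 92 rose and 5 fell (adjusted p = 0.0455 from camera, adjusted p = 0.683 with an estimated correlation). The ABA receptor genes PYL1 and PYL4 rose by 1.12 (standard error 0.17, adjusted p = 0.0193 from edgeR) and 1.54 (standard error 0.25, adjusted p = 0.0211). CYP707A2, an ABA hydroxylase, had 15.6 ± 8.71 CPM (SD, n = 3) in terrestrial plants and 0.198 ± 0.0672 CPM (SD, n = 3) in aquatic plants. Of 12 ABA genes tested, 2 rose and 1 fell (3 higher and 1 lower when adjusted over the list alone; adjusted p = 0.789 from camera). RD22, an ABA-responsive gene, had a log2 fold change of -1.61 (adjusted p = 0.357), with 2.52, 153 and 211 CPM in aquatic replicates 1 to 3. With the replicate block ERF38 (adjusted p = 0.0246) and CYP707A2 (adjusted p = 0.0226) passed, and PYL1 (adjusted p = 0.0540) and PYL4 (adjusted p = 0.0640) did not. From its transcriptome analysis (Fig. 2D), the paper states that ethylene and ABA are related to the development of the different leaf forms.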

**Fig 2:**
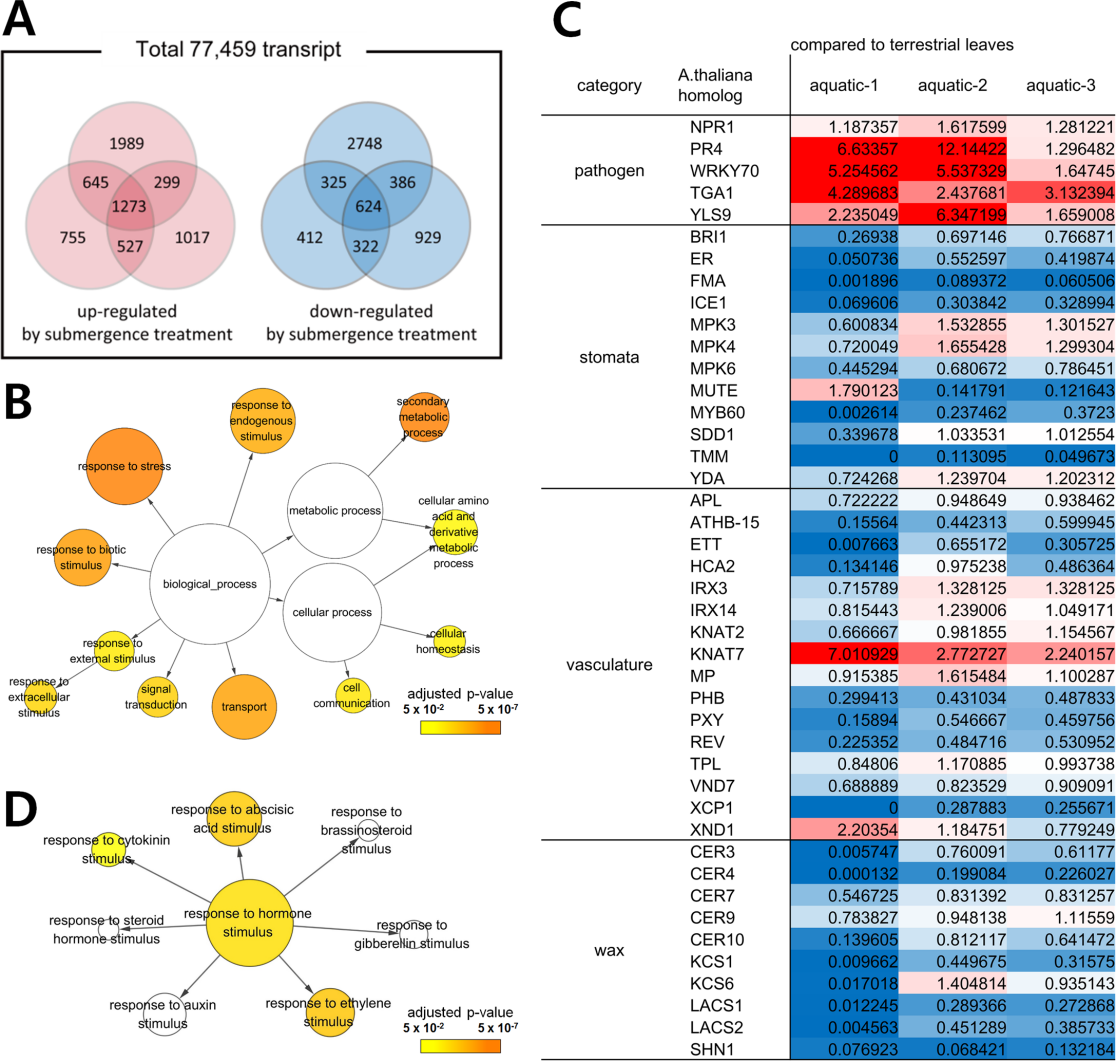
Transcriptome analysis of aquatic vs terrestrial plants of *R*. *trichophyllus*. (A) Venn diagram of differentially expressed transcripts with two fold changes for three independent experiments. Numbers are up- or down-regulated genes in aquatic plants compared to terrestrial plants. (B) Diagram for large ontology categories showing up-regulation in aquatic plants by BinGo software. Number of genes is represented by relative size of circles that belong to each gene ontology term. (C) Relative expression of genes affiliated to four developmental GO terms for terrestrial vs aquatic plants of *R*. *trichophyllus*. Up-regulated genes are painted with red and down-regulated genes are painted with blue. (D) Diagram of up-regulated genes in aquatic plants for ontology categories of plant hormone response genes by the BinGo software. The seedlings, 1 week-old after germination, were transferred to terrestrial or aquatic condition for 10 days. Upper parts of seedlings including leaves and shoot apexes were harvested for RNA sequencing.

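FPKM values summed over the transcripts of each homolog gave ratios, aquatic over terrestrial, for genes of the 4 groups in each experiment. TGA1 had ratios of 4.29, 2.44 and 3.13 in experiments 1, 2 and 3, and PR4 had 6.63, 12.1 and 1.296. Among stomatal genes, MYB60 had ratios of 0.00261, 0.237 and 0.372, ER, a receptor kinase, 0.0507, 0.553 and 0.4199, and SDD1, a subtilisin-like protease, 0.3397, 1.03 and 1.013. TMM was at 0 in aquatic replicate 1 and had ratios of 0.113 and 0.0497 in experiments 2 and 3. Among vascular genes, KNAT7 had ratios of 7.01, 2.77 and 2.24, REV 0.225, 0.485 and 0.531, and VND7 0.689, 0.824 and 0.909. VND7 lay near the floor, with FPKM of 0.28 to 0.45 over the libraries. In CPM its aquatic value was the higher one in 2 of the 3 experiments. For wax, CER4 had ratios of 0.000132, 0.199 and 0.226, KCS6, a ketoacyl-CoA synthase, 0.01702, 1.405 and 0.935, and CER9, a ubiquitin ligase, 0.784, 1.35 and 1.90. Each ratio comes from 1 library per condition, with no replicates. The FPKM values of aquatic replicate 1 are lowered by 3 unannotated transcripts with 36.2% of its counts, and the median ratio of experiment 1 was 0.668, or 1.04 without them. A ratio near 1 in experiment 1 therefore depends on the scaling. CPM divide by the homolog counts of a library, which do not include these 3 transcripts. In CPM, CER9 had 522 in aquatic replicate 1 against 399 in terrestrial replicate 1.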

### Hormonal regulation of heterophyllic development

In addition to our transcriptome analysis, there are studies showing that ethylene, and GA can cause land-grown amphibious plants to develop an aquatic leaf-like morphologies [29, 30]. Thus, we wondered if any of the plant hormones effect on the heterophyllic development of *R*. *trichophyllus* seedlings (Fig 3). We found that exogenous ethylene treatment of terrestrial plants caused an increase of the leaf index, reduced number of stomata and vessel elements, whereas treatment of the aquatic leaves with silver nitrate (AgNO_3_), an inhibitor of ethylene biosynthesis, caused the opposite effects such that decreased leaf index and increased the number of stomata and vessel elements (Fig 3A). In contrast, when aquatic plants were treated with ABA, the leaf index was dramatically reduced whereas the numbers of stomata and vessel elements were increased (Fig 3B). GA treatment on the terrestrial plants did not reduce the number of stomata and vessel elements (Fig 3D and 3E). Likewise, paclobutrazol (PBZ), an inhibitor of GA biosynthesis, did not affect to stomata and vasculature development even though the leaf index was decreased (Fig 3C–3E). In addition, auxin and brassinosteroid (BR) treatments caused almost no effect (S3 Fig). The results suggest that aquatic leaf morphologies of *R. trichophyllus* are dependent on ethylene whereas terrestrial ones are dependent on ABA. GA, auxin, and BR do not appear to be involved in the heterophylly of *R*. *trichophyllus*. In contrast to *R*. *trichophyllus*, *R*. *sceleratus* did not show any morphological changes in response to ethylene and ABA (S4 Fig), indicating that ethylene and ABA signaling could control leaf development in *R*. *trichophyllus* but not in *R*. *sceleratus*.

**Fig 3:**
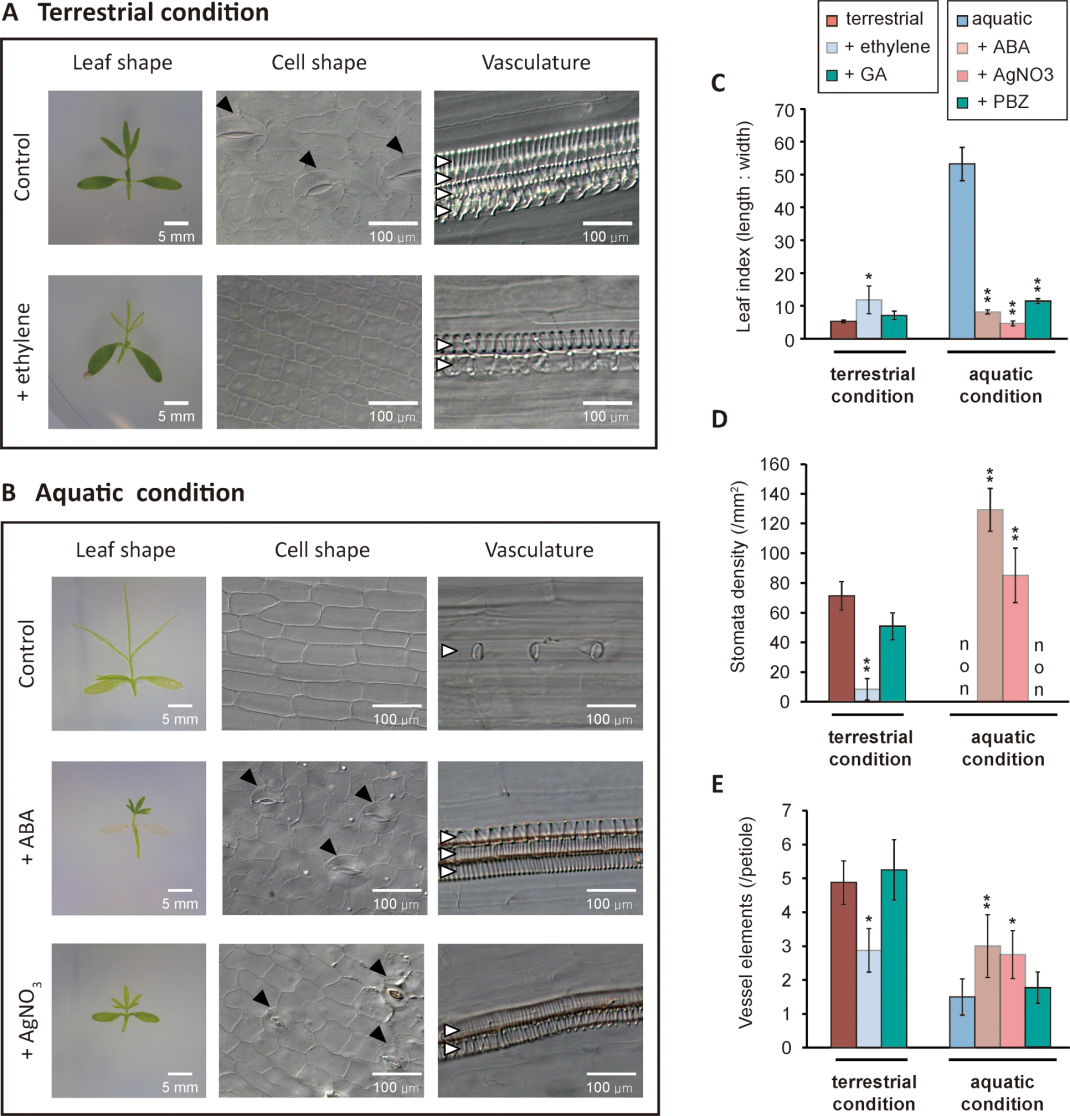
Ethylene and ABA control heterophylly of *R*. *trichophyllus*. (A) Images of seedlings, stomata, and vessel elements for terrestrial leaf and the leaf after ethylene treatment. (B) Images of seedling, stomata, and vessel elements for aquatic leaf and the leaf after treatment of ABA and AgNO_3_, an ethylene inhibitor. (C-E) Statistical analyses of leaf indices (C), stomatal densities (D), and number of vessel elements (E) after treatment with hormones (ethylene, ABA, and GA) and hormone inhibitors (AgNO_3_ and PBZ). Data are collected from 16–24 individual samples and presented as means ± SD from three biological replicates. Black arrowheads denote stomata and white arrowheads denote individual vessel element. *P < 0.05; **P < 0.01 (unpaired Student’s *t*-test).

### ABA and ethylene mediate heterophyllic development

Since the treatments of plant hormones indicated that ABA and ethylene mediates heterophyllic leaf development of *R*. *tricophyllus*, we analyzed the contents of ABA and ethylene in terrestrial and aquatic leaves (Fig 4A and 4B). As expected, terrestrial leaves contained 3 times higher level of ABA than aquatic leaves whilst aquatic leaves contained 4 times higher level of ethylene than terrestrial leaves. Then, we checked if expressions of any specific genes encoding the enzymes involved in the critical steps of ABA and ethylene biosynthetic pathways are differentially regulated according to environments. The gene encoding enzyme for critical step of ABA biosynthesis is *ABA Aldehyde Oxidase* (*AAO*) and that for ethylene biosynthesis is *ACC Oxidase* (*ACO*) [31, 32]. Thus, we cloned the orthologs of *AAO* and *ACO* from *R. trichophyllus* and compared the expression levels depending on the growth condition (Fig 4C and 4D). Consistent with the hormonal contents, terrestrial plants showed higher expression of *RtAAO* than aquatic plants whereas aquatic plants showed higher expression of *RtACO* than terrestrial plants in general. For ethylene biosynthesis, *RtACO4B* and *RtACO4C* showed remarkable increase in aquatic plants compared to terrestrial plants (Fig 4C). To address if submergence of land plants into water causes rapid changes in the expression of ABA/ethylene biosynthesis genes, we checked dynamic expressions of the genes at 7 hours, 1 day, and 2 days after submergence. The results showed that ethylene-biosynthesis genes, *RtACO4B* and *RtACO4C*, showed rapid increase within 7 hours, then slow increase until 2 days after submergence (Fig 4C). In case of ABA-biosynthesis genes, *RtAAO1* and *RtAAO3*, the transcript levels were highly decreased within 7 hours of submergence but slowly increased afterwards (Fig 4D). We also checked if genes responsive to ABA and ethylene are increased in terrestrial and aquatic leaves of *R*. *trichophyllus* respectively. As expected, aquatic leaves showed higher expression of ethylene-responsive genes whereas terrestrial leaves showed higher expression of ABA-responsive genes (Fig 4C and 4D). Moreover, dynamic expression patterns of ABA/ethylene responsive genes after submergence showed rapid changes within 7 hours after submergence. Such results suggest that aquatic condition triggers *in vivo* ethylene signaling cascades and suppresses ABA signaling pathway.

**Fig 4:**
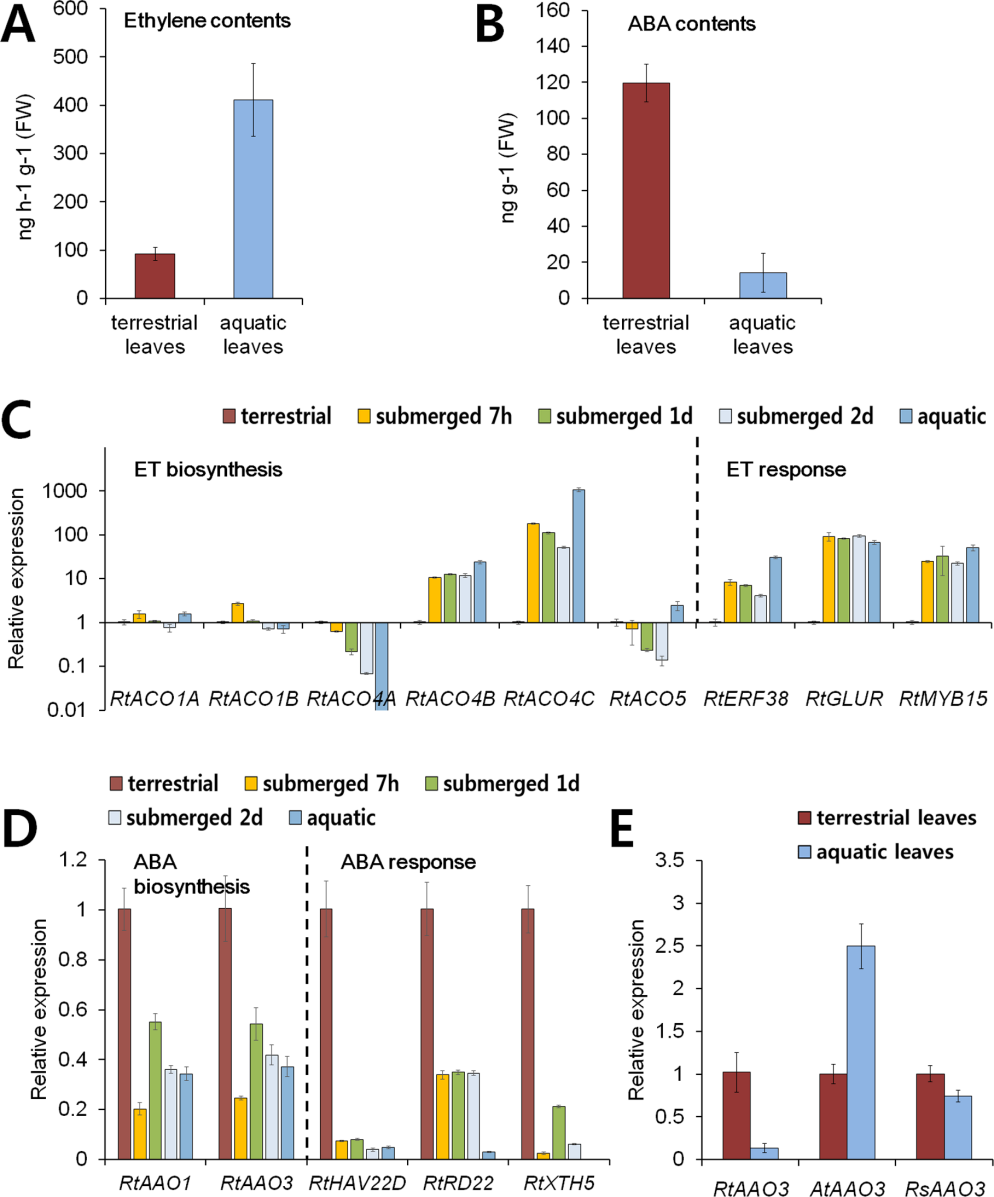
Differential expression of ethylene and ABA-related genes under terrestrial and aquatic environments is specific to amphibious *R*. *trichophyllus*. (A and B). Contents of ethylene (A) and ABA (B) in terrestrial vs aquatic leaves. (C and D). Comparison of transcript levels of ethylene- (A) and ABA- (B) biosynthesis and responsive genes following submergence into water. Plants harvested at 7 hours (7h), 1 day (1d), and 2 days (2d) after submergence were compared with terrestrial and aquatic plants for expressions. (E) Effects of submergence on the expression levels of *AAO3* genes in *R*. *trichophyllus*, Arabidopsis, and *R*. *sceleratus*. For submergence, two weeks old plants grown on solid MS media were submerged into water for 5 days for RNA extraction. The data represent means ± standard error from three biological and two technical replicates.

In addition, we found that although submergence of *R*. *trichophyllus* into water rapidly downregulates expression of the ABA biosynthesis gene, *RtAAO3* (*ABA-aldehyde oxidase*), expression of *AtAAO3*, an Arabidopsis ortholog, is not reduced, instead increased by submergence, perhaps due to hypoxic stress (Fig 4E). In *R*. *sceleratus*, a waterside plant, the expression of ortholog, *RsAAO3*, was reduced relatively weakly by submergence (Fig 4E). This result suggests that the suppression of ABA biosynthesis in aquatic environments is an evolutionary adaptation developed in amphibious *R*. *trichophyllus*.

### Differential expression of leaf polarity genes according to growth environments

To address the molecular mechanism behind heterophyllic leaf development, we explored the roles of several leaf development genes in the differential leaf morphologies in aquatic and terrestrial environments. Since the leaf structure and morphology is mainly governed by leaf polarity genes, we cloned three *KAN* and three *HD-ZIPIII* homologs, which determine abaxial and adaxial identity, respectively [14–16]. We named these genes *KANa*, -*b*, and -*c*, and *HD-ZIPIIIa*, -*b*, and -*c* (S5 Fig). Overexpression of *RtKANa* and *RtHD-ZIPIIIa* in Arabidopsis caused narrow or curling leaf morphology, which phenocopied the transgenic lines overexpressing Arabidopsis homologs (S5C Fig) [14, 16, 33]. The expression of the abaxial genes, *RtKANs*, was much higher in aquatic than in terrestrial leaves, suggesting that *RtKANs* are overexpressed in aquatic environments. In contrast, expression of adaxial genes, *RtHD-ZIPIIIs*, was significantly reduced in aquatic leaves (Fig 5A and 5B). *In situ* hybridization showed that *RtKANa* expression is mainly detectable around the midvein and abaxial side, but is not detectable in the adaxial side of terrestrial leaves (Fig 5F and S6 Fig). However, strong expression of *RtKANa* throughout aquatic leaves was observed (Fig 5H). In contrast, the expression domain of *RtHD-ZIPIIIa* was confined to the adaxial side of terrestrial leaves and was barely detectable in aquatic leaves (Fig 5J and 5L). These findings strongly support the hypothesis that the axial expressions of *RtKANs* and *RtHD-ZIPIIIs* are perturbed in aquatic leaves. In contrast to *R*. *trichophyllus*, Arabidopsis and *R*. *sceleratus* did not show any such alteration of the polarity gene expression following submergence (S7 Fig), indicating that these traits are acquired during re-adaptation to water.

**Fig 5:**
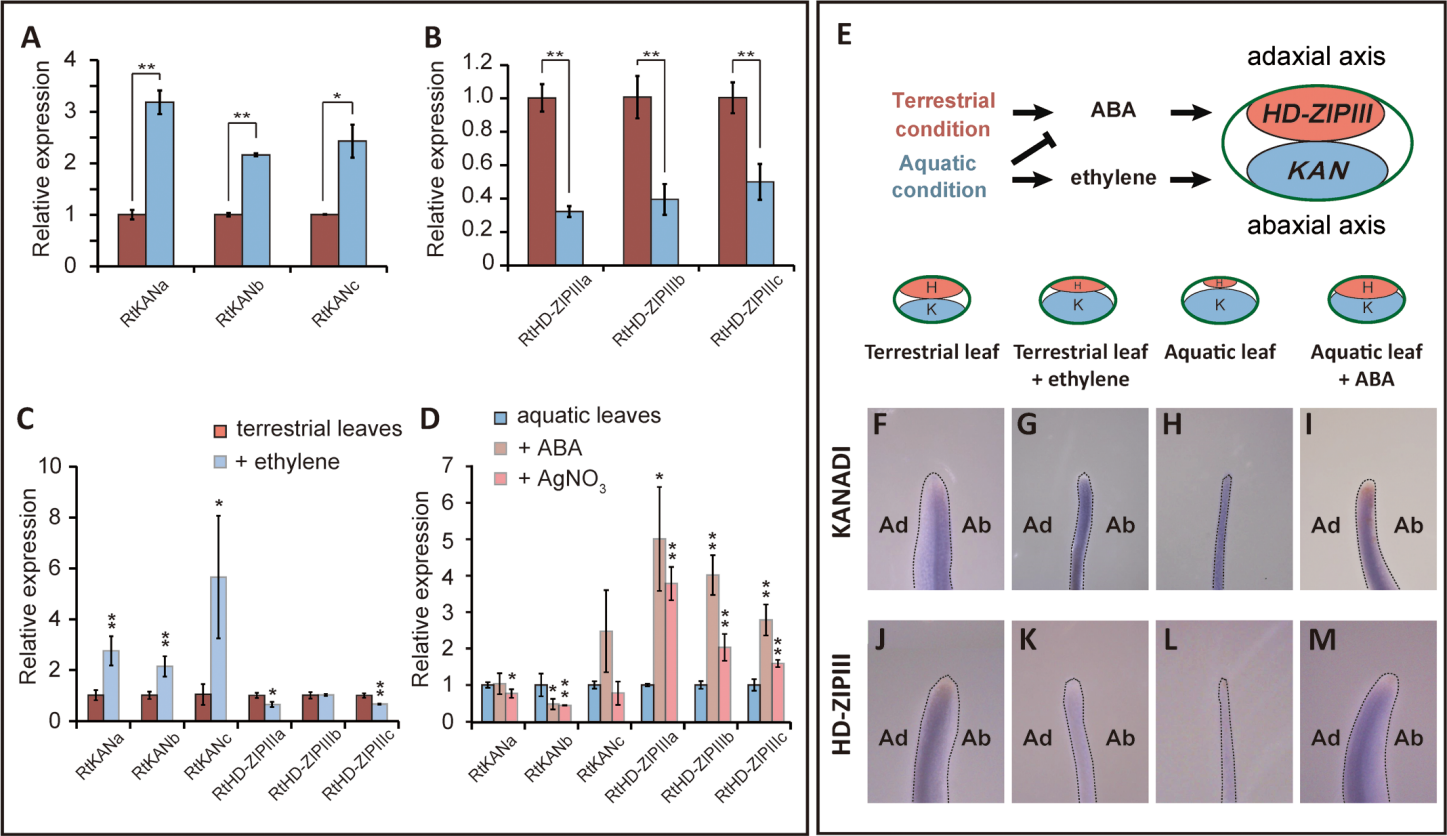
Expressions of leaf polarity genes, *KANs* and *HD-ZIPIIIs* are dependent on the environment. (A and B) Gene expression analyses of *KAN* genes (A), and *HD-ZIPIII* genes in terrestrial and aquatic leaves. (C and D) Transcript levels of leaf polarity genes after chemical treatments. The data are presented as means ± SD from three biological and two technical replicates. ACC, an ethylene precursor, was treated as ethylene. *P < 0.05; **P < 0.01 (unpaired Student’s *t*-test) (E) Model of heterophyllic developments regulated by ABA and ET activating leaf polarity genes, *KANs* and *HD-ZIPIIIs*, respectively. K; *KANADIs*, H; *HD-ZIPIIIs*. (F-M) Whole mount *in situ* hybridization for *RtKANa* (F-I) and *RtHD-ZIPIIIa* (J-M). Ab, abaxial side; Ad, adaxial side.

Next, we investigated whether the expressions of leaf polarity genes are affected by ethylene and ABA. Under the terrestrial condition, treatment of plants with ethylene resulted in increased expression of the abaxial genes, *RtKANs*, thus, phenocopying aquatic leaves. However, the expression of adaxial genes, *RtHD-ZIPIIIs*, were not significantly affected (Fig 5C). Under aquatic condition, treatment of plants with ABA and AgNO_3_ led to increased expression of *RtHD-ZIPIII* genes, although no remarkable decrease in *RtKAN* expression was observed (Fig 5D). These results support the hypothesis that ethylene activates *RtKANs*, whereas ABA activates *RtHD-ZIPIIIs* as shown in the model (Fig 5E). The RNA expression pattern observed by *in situ* hybridization also supported these results: ethylene treatment increased the expression domain of *RtKAN* in terrestrial leaves whereas ABA treatment increased that of *RtHD-ZIPIIIa* in aquatic leaves (Fig 5I and 5M).

### Hormonal signaling cascades to leaf polarity genes

To address if ABA and ethylene directly regulate leaf polarity genes, *RtHD-ZIPIIIs* and *RtKANs*, we developed a *Ranunculus* protoplast transient expression assay using seedlings grown on solid MS media. The promoters of *RtKANa* and *RtHD-ZIPIIIa* were fused to the luciferase reporter gene (*LUC*) and tested for their response to ethylene and ABA in transiently transfected protoplasts. As expected, *RtKANa* promoter was rapidly induced by ethylene but was not affected much by ABA whereas the *RtHD-ZIPIIIa* promoter was strongly induced by ABA but was not significantly affected by ethylene (Fig 6A and 6D). This indicates that ethylene and ABA directly regulate the promoters of *RtKANa* and *RtHD-ZIPIIIa* respectively. Then, we searched for candidate transcription factors that might mediate the ethylene and ABA signaling by directly acting on the promoters of *RtKANs* and *RtHD-ZIPIIIs*. Interestingly, when *RtEIN3* is cotransfected with *proKANa-LUC* into protoplasts, it caused strong activation of luciferase activity. Similarly, when *RtABI3* is cotransfected with *proHD-ZIPIIIa-LUC*, it caused strong activation of luciferase activity (Fig 6B and 6E). This indicates that RtEIN3 and RtABI3 directly activate *RtKANs* and *RtHD-ZIPIIIs* respectively. Consistently, transfected *RtEIN3* increased expressions of all three endogenous *RtKAN* genes and transfected *RtABI3* increased all of *RtHD-ZIPIIIs* (Fig 6C and 6F), which supports the model shown in Fig 4E.

**Fig 6:**
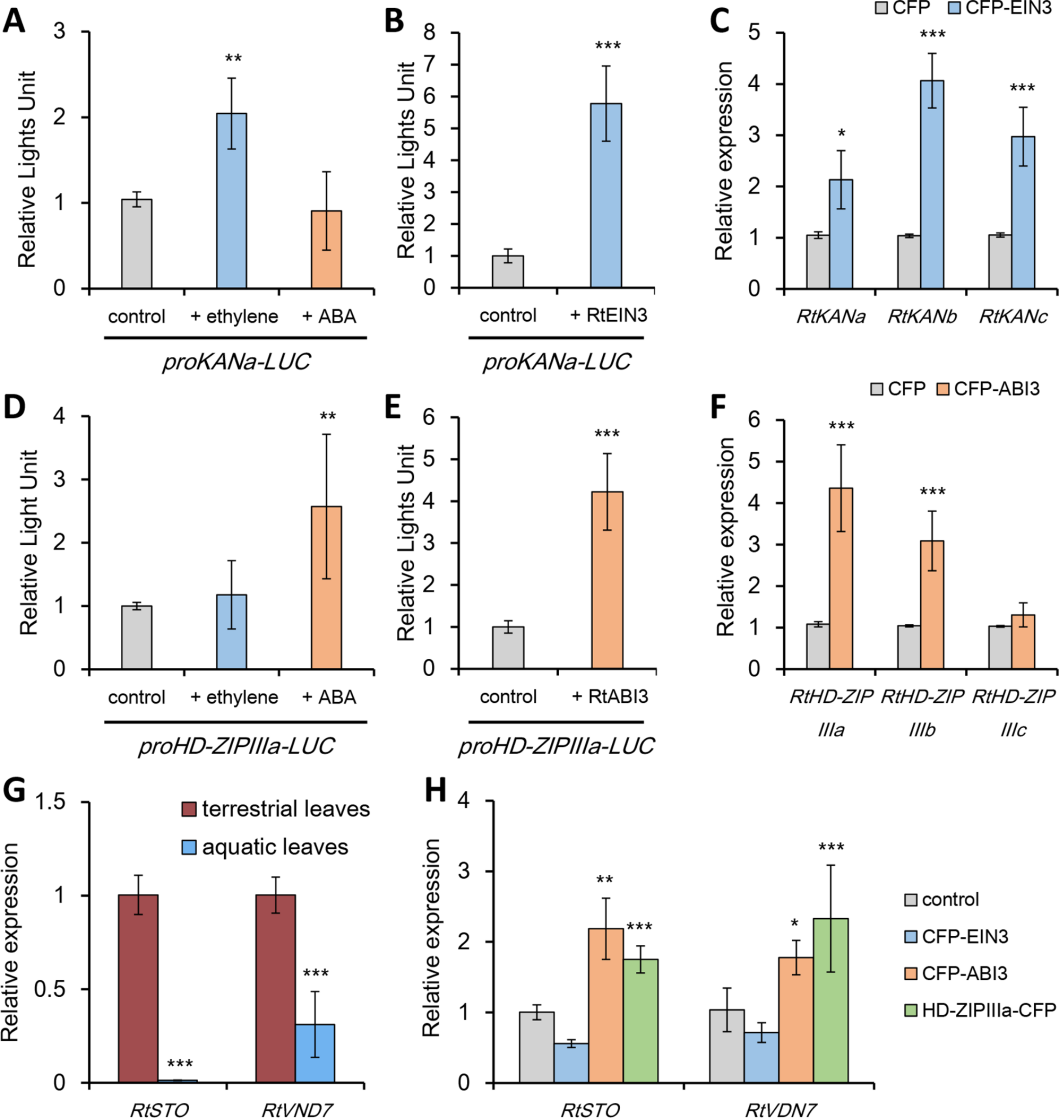
Effects of ethylene and ABA signalings on the promoter activation of leaf polarity genes and genes critical for stomata and vascular developments. (A and B) Luminescence analysis of *proRtKANa*::*LUC* when added with ACC, an ethylene precursor, or ABA in protoplast solution (A), control; without chemical treatment, and when cotransfected with *CFP-RtEIN3* in protoplasts (B), control; cotransfected with *CFP* construct. (C) Effects of *CFP-RtEIN3* transfection on the relative expressions of endogenous *KAN* genes in protoplasts, control; transfected with *CFP* construct. (D and E) Luminescence analysis of *proHD-ZIPIIIa*::*LUC* when added with ACC or ABA in protoplast solution (D), control; without chemical treatment, and when cotransfected with *CFP-RtABI3* in protoplasts (E), control; cotransfected with CFP construct. (F) Effects of *CFP-RtABI3* transfection on the relative expressions of endogenous *HD-ZIPIII* genes in protoplasts, control; transfected with *CFP* construct. (G) Relative transcript levels of *RtSTO* and *RtVDN7*, encoding critical regulators of stomata and vascular developments, when transfected with *Rt-EIN3*, *Rt-ABI3*, and *RtHD-ZIPIIIa* fused with *CFP* coding sequence. Control; transfected with *CFP* construct. (H) Comparison of transcript levels of *RtSTO* and *RtVND7* between terrestrial and aquatic leaves of *R*. *trichophyllus*. *P < 0.05; **P < 0.01; ***P < 0.001 (unpaired Student’s *t*-test).

Finally, we wondered if ethylene and ABA signalings directly control heterophyllic leaf development through transcriptional cascades. Thus, we transfected upstream transcription factors, *EIN3, ABI3*, and *HD-ZIPIII* into protoplasts, then checked the expression of two key regulators controlling stomata and vessel developments; *STO*, encoding a peptide protein turning on stomatal development[34], and *VDN7*, encoding a NAC domain transcription factor controlling vascular development.[35] *RtSTO* and *RtVND7* were down-regulated in aquatic leaves, which are consistent with the lack of stomata and reduced number of vessel elements in aquatic leaves (Fig 6G). Protoplast transfection assays showed that transient overexpression of *RtABI3* or *RtHD-ZIPIIIa* increases transcript levels of *RtSTO* and *RtVDN7*, suggesting that stomata and vessel developments in terrestrial leaves are controlled by an ABI3-RtHD-ZIPIIIa regulatory module (Fig 6H). In contrast, overexpression of *RtEIN3* decreases transcript levels of *RtSTO* and *RtVDN7*. Taken together, ethylene and ABA signaling control leaf polarity, stomata development and vascular development, the three hallmarks of heterophyllic development in *R*. *trichophyllus*.

### Cold and hypoxia induce aquatic leaf development

It has been reported in some species of amphibious plants that certain environmental conditions such as cold cause aquatic leaf development mimicking aquatic condition [36]. Thus, we checked if any environmental conditions cause aquatic leaf development in *R*. *trichophyllus* (Fig 7). We found that 4°C cold temperature and hypoxia (less than 1% O_2_ concentration) caused significant increase of leaf index. In addition, the plants grown at cold temperature showed lack of stomata and decrease of vessel numbers, indicating that cold temperature mimics the aquatic condition well. However, hypoxia caused reduced number of stomata and vessel elements, suggesting that hypoxia mimics aquatic condition partially (Fig 7A). Then, we checked if cold and hypoxia effect on the expressions of leaf polarity genes similar to aquatic condition (Fig 7B and 7C). As expected, expression of *KAN* genes was higher whereas that of *HD-ZIPIII* genes was lower in the plants grown under cold temperature compared to room temperature. Consistent with the phenotypic effect, hypoxia caused less effects on the expression of both polarity genes than cold temperature. This result suggests that environmental cues inducing aquatic leaf development also cause similar molecular changes in *R*. *trichophyllus*.

**Fig 7:**
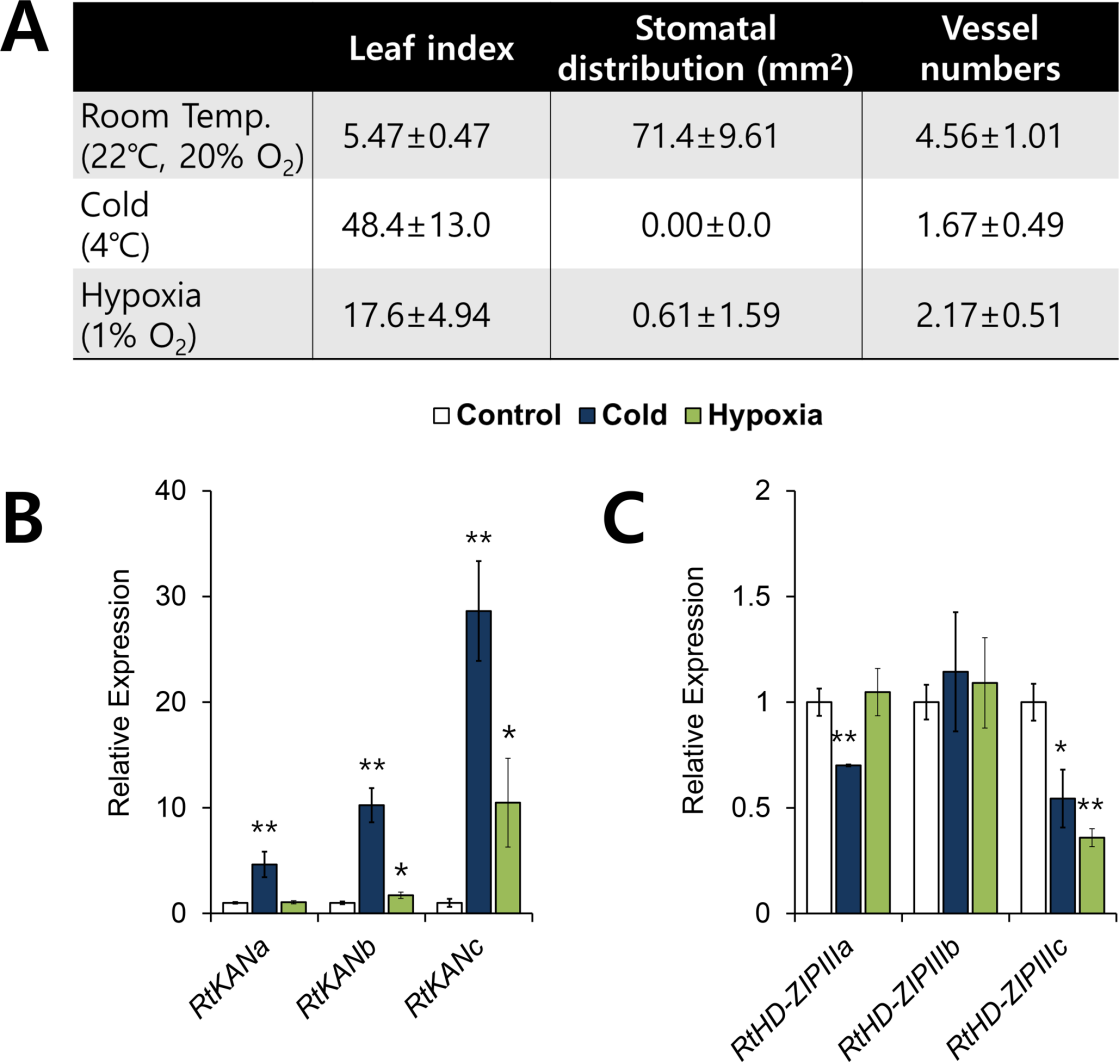
Cold and hypoxia induce aquatic leaf development in *R*. *trichophyllus*. (A) Heterophylly induced by cold and hypoxia. 1 week-old seedlings after germination on the MS media were transferred to cold chamber (4°C) for 1 month or hypoxia chamber (1% O_2_) for 2 weeks. The column Room Temp is a control at 22°C with 20% O_2_. (B and C) Gene expression analyses of *KAN* genes (B), and *HD-ZIPIII* genes (C) in the leaves after cold for 1 month and hypoxia for 2 weeks treated. *P < 0.05; **P < 0.01 (unpaired Student’s *t*-test).

## Discussion

Although embryophytes, land plants, have evolved from water to land by acquiring land adaptation such as vascular development and broad-leaf morphology, diverse plant species from different phylogenetic clades have returned to aquatic environments, indicating that water re-adaptation is quite common [21, 37]. *R*. *trichophyllus* is an amphibious plant, an evolutionary bridge between land and aquatic plants, and produces typical aquatic leaves if grown under water. In this report, we show that the heterophyllic leaf development of this plant is mainly determined by ABA and ethylene signalings which regulate leaf polarity genes. In aquatic environments, ethylene level is increased and the ethylene signaling overactivates the expression of abaxial genes, *RtKANs*, which antagonistically suppresses adaxial genes, *RtHD-ZIPIIIs*. Such overexpression of abaxial genes is most likely the molecular mechanism behind the cylindrical shape of aquatic leaves. In contrast, in terrestrial environments, ABA level is increased and ABA signaling activates the expression of adaxial genes, *RtHD-ZIPIIIs*, which establishes adaxial-abaxial polarity and causes broad leaf development (Fig 4E).

ABA is a well-known stress hormone in plants; it is accumulated by various abiotic and biotic stresses and confers resistance against them [38, 39]. Since flooding is also a stress to land plants, it is plausible that myriad of land plants show increased levels of ABA after submergence [40, 41]. Such ABA accumulation seems to be evolutionarily adaptive to land plants because it renders the plants to adopt ‘stunt strategy’; enduring the flooding period by inducing growth retardation which restricts energy consumption [42]. However, submergence-tolerant species such as deepwater rice and *Rumex palustris* have evolved differently. They show the opposite response to submergence in which ABA contents decreased [6, 43]. It indicates that reducing ABA level is adaptive to aquatic environments in some plant species. Consistent with this, ABA contents and the expression levels of *RtAAO*, a gene involved in a critical step of ABA biosynthesis, are decreased in *R*. *trichophyllus* in aquatic condition. It is likely that the suppression of ABA biosynthesis under water is widely occurred among submergence-tolerant plants and *R*. *trichophyllus* has also adopted similar evo-devo mechanism during evolution for aquatic adaptation.

Increase of ethylene level by flooding is also observed among various plant taxa, which is achieved by the enhancement of biosynthesis or local entrapment by submergence [7]. In addition, in wide range of plants from moss to Arabidopsis, the treatment of exogenous ethylene mimics submerged growth [44, 45]. Therefore, it is likely that the activation of ethylene signaling is a widely conserved response to submergence in plants. Consistently, ethylene biosynthesis and signaling are increased in *R*. *trichophyllus* by submergence. Interestingly, the antagonistic interaction between ABA and ethylene found in heterophylly of *R*. *trichophyllus* is also observed in many developmental processes in plants. For example, hyponastic growth of leaf in submerged *R*. *palustris* is regulated by the antagonistic interaction of ABA and ethylene [8]. Therefore, heterophylly of *R*. *trichophyllus* seems to be evolved from the common mechanism of ABA/ethylene interaction observed in other land plants.

Based on the roles of leaf polarity genes known in *A*. *thaliana*, differential expressions of leaf polarity genes in *R*. *trichophyllus* seem to lead to the three developmental changes which are required for adaptation to aquatic environments. That is, cylindrical shape leaves and reduced numbers of stomata seem to be caused by overactivation of the abaxial genes, *RtKANs*, as ectopic expression of *KAN1* or *KAN2* in Arabidopsis throughout the leaf primordia results in abaxialized radial organs, with a concomitant loss of *HD-ZIPIII* expression [14, 16]. Subsequently, the loss of *RtHD-ZIPIIIs* seems to cause reduced number of vessel elements, similar to loss-of-function of *HD-ZIPIII* genes in Arabidopsis showing reduced xylem [14]. Recent reports showed that a KNOX-GA module is critical for the heterophyllic development of *Rorippa aquatica* [36], which is a different mechanism than that we have found in *R*. *trichophyllus*. KNOX-GA module seems not to be a main mechanism for the heterophylly in *R*. *trichophyllus*. First, morphological pattern of heterophylly is not similar in the two species (S8A Fig). Heterophylly of *R*. *aquatica* is achieved by deep serration of leaves, thus it changes simple leaves to dissected compound leaves. In contrast, in case of *R*. *trichophyllus*, leaf complexity is increased in both terrestrial and aquatic leaves during growth and leaf branching pattern is not significantly different between terrestrial and aquatic leaves (S8A Fig). Instead, heterophylly of *R. trichophyllus* is achieved by leaf elongation and radialization rather than leaf serration. Second, GA has little effect on the heterophylly of *R*. *trichophyllus* although it is a main participant of the heterophylly in *R*. *aquatica* (Fig 3D and 3E). Thus, the heterophyllic developments in *R*. *tricophyllus* and *R*. *aquatica* have adopted different mechanisms, indicating that convergent evolution has occurred.

In spite of such differences in overall architecture, there is some convergent point between *R*. *trichophyllus* and *R*. *aquatica*. Like *R*. *aquatica*, aquatic leaves were generated by cold environment in *R*. *trichophyllus* (Fig 7). It is still unclear why amphibious plants induce aquatic leaf development in response to cold stress. Wells and Pigliucci (2000) proposed an “anticipatory plasticity hypothesis” in which plants can show similar phenotypic plasticity in response to different external cues coming together in nature. For example, submergence into water in nature causes combination of changes in diverse environmental cues, e.g. humidity, temperature, changes in light quality, etc. Thus, cold and hypoxia-induced molecular changes in the expression of leaf polarity genes in *R*. *trichophyllus* seem to be supportive to our hypothesis that changes in leaf polarity drive the evolution of amphibious adaptation in *R*. *trichophyllus*. The more direct evidence will be obtained through the analyses of mutants and transgenic plants which show defects in the heterophyllic development. In that sense, the recent report suggesting *Hygrophilia difformis* as a model plant to study heterophylly of amphibious plant is interesting [46]. *H*. *difformis* is easy to grow and propagated vegetatively well and above all, it can be easily transformed by *Agrobacterium tumefaciens*. However, the molecular basis of heterophylly of *H*. *difformis* is similar to that of *R*. *aquatica* but is different with that of *R*. *trichophyllus*. For example, in *H*. *difformis*, GA is a major regulator determining heterophylly and aquatic leaf development is achieved by deep serration of leaves, thus changing simple leaves to dissected compound leaves. Such characteristics are very similar with those of *R*. *aquatic* but dissimilar to those of *R*. *trichophyllus*. Therefore, *H*. *difformis* as a model plant for amphibious plants is limiting.

From comparative studies using two land plants, *A*. *thaliana* and *R*. *sceleratus*, and one amphibious plant, *R*. *trichophyllus*, we found that at least two molecular changes have occurred in *R*. *trichophyllus* during evolutionary adaptation to aquatic environments; the suppression of ABA biosynthesis and abaxialization of leaf development. Since ABA signaling components and the regulatory mechanism of HD-ZIPIII transcription factors seem to have evolved during land colonization by plants [24, 47], such molecular changes observed in *R*. *trichophyllus* are suggestive of evolutionary trend rearranging pre-existing gene networks instead of generating novel one [48]. Since many aquatic plants share similar morphological traits observed in submerged *R*. *trichophyllus*, further analysis of this plant will provide deep insight into the understanding of convergent evolution occurred in aquatic plants.

## Methods

### Plant materials and growth conditions

Seeds of *Ranunculus trichophyllus* var. *kadzusensis* were collected from its native habitat at Ganghwa Island, South Korea. Seeds of *Ranunculus sceleratus*, collected from Namyangju City, were donated from the Korea National Arboretum. Seeds were sterilized with 70% ethanol and with 1% NaOCl and 0.5% Tween-20 solution. Seeds were sown on half-strength Murashige-Skoog (MS) medium containing 50 μM carbenicilin, 75 μM cefotaxim, and 1% agar. Seeds of *R*. *trichophyllus* and *R*. *sceleratus* were germinated on solid MS media for 1 week, at that time root radicles were just protruded. Then germinated seedlings are transferred to aerial or aquatic/submerged environments. The true leaves produced at 7 days after transference were used for morphological analysis and RNA expression analysis. For transcriptome analysis, the plants 10 days after transference were used for RNA expression. In case of Arabidopsis, 4 days-old seedlings after germination were transplanted, then submerged into water for 2 weeks. For *Arabidopsis thaliana*, Col-0 seeds were used. The growth room was maintained at 22°C, 60 ± 10% relative humidity in long day photoperiod (16h light/8h dark).

### RNA sequencing analyses

cDNA libraries were obtained using 1 μg of total RNA extracted from whole plant tissues of *R*. *trichophyllus*. 100 base pair paired-end libraries were sequenced by Illumina HiSeqTM 2000. The libraries were quantified according to the qPCR Quantification Protocol Guide and qualified using an Agilent Technologies 2100 Bioanalyzer. RNA-seq reads were de novo assembled and mapped using Trinity and TopHat programs and the relative transcript levels were calculated by FPKM (Fragments Per Kilobase of exon per Million fragments mapped) using Cufflinks software. Excluded transcripts were filtered with 1 FPKM value and transformed to logarithm scale. They are normalized by quantile normalization method. Transcripts were assigned a putative function, then gene ontology analysis was performed by using DAVID tool (http://david.abcc.ncifcrf.gov/).

### Hormone treatments

One-week-old seedlings of *R*. *trichophyllus* were used. The concentrations of hormones used were 10 μM NAA (1-naphthaleneacetic acid, Duchefa, N0903), 50 μM ACC (1-aminocyclopropane-1-carboxylic acid, Sigma Aldrich, A3903), 1 μM EBL (epi-brassinolide, Sigma Aldrich, E1641), 50 μM bikinin (Sigma Aldrich, SML0094) and 10 μM gibberellin (GA, bioWorld, 714248), respectively. For submerged treatment, abscisic acid (ABA, Sigma Aldrich, A0149), silver nitrate (AgNO_3_, Sigma Aldrich, S8157), and paclobutrazol (PBZ, Sigma Aldrich, 46046) were added into the aquatic media. The concentrations used were 1 μM ABA, 10 μM AgNO_3_, and 10 μM PBZ, respectively. After 10 days of growth, the first true leaves from the seedlings were analyzed.

### Stomata and vessel elements

For whole mount clearing, first true leaves were soaked in clearing solution (2.5 g chloral hydrate; 0.3 ml 100% glycerol; 0.7 ml distilled water), then incubated for 3 h at 55°C. The epidermis and xylem elements were observed using an Axio Imager A1 microscope (Carl Zeiss) under DIC optics. Images were captured using an AxioCam HRc camera (Carl Zeiss).

### Hormonal contents

Seedlings (using about 20 individual seedlings) were grown in MS with or without 150 ml distilled water. Using 3 ml disposable syringe, we harvested capped air in headspace containing ethylene, then sealed by parafilm. Using Hamilton syringe, 100 μl gas was extracted from sealed air, then feeding to gas chromatography with flame ionization detector (Agilent 7890B GC). We used HP-5 column (#19091J-413, Agilent). Ethylene production was normalized by seedling weight. For measuring ABA contents, we used ABA ELISA kit (CSB-E09159Pl). Intensity of 450 nm fluorescence was determined by using Plate reader-Powerwave X (Bio-Tek). ABA production was normalized by sample weight. The measurements were performed from three biological replicates and two technical replicates each.

### Sequencing of orthologous genes

Candidate genes were selected using information of *A*. *thaliana* and the TAIR database (www.arabidopsis.org). The Arabidopsis sequences were used to search for orthologous genes from *Aquilegia coerulea*, for which the genome database (http://www.phytozome.net/search.php?method=Org_Acoerulea) is available. *Aquilegia coerulea* is the closest relative to the Ranunculus genus among plants that have an available sequence database.

### Gene expression studies using real-time PCR

For real time-qPCR, total RNA was isolated from leaves using TRI reagent (Sigma Aldrich, T9424) and RNeasy Plant Mini Kit (Qiagen, 74904). cDNA was generated using 4 μg of total RNA, 5 unit of reverse transcriptase (Fermentas, EP0442), 4 μl of 2.5 mM dNTP, 2 μl of 50 mM oligo(dT), and ddH2O to 40 μl. For real time qPCR, 0.3 μl of synthesized cDNA was mixed with 2 μl of 5 μM primers and 10 μl of SYBR Green qPCR Master Mix (Bio-Rad), and ddH2O to 20 μl. Real-time-qPCR analysis was performed by CFX96 Real-Time PCR system (Bio-Rad). The relative transcript levels were calculated according to the ΔΔCt method. [49]

### Protoplasts transfection assay

Leaflets of *R*. *trichophyllus* which was grown on short days (8 h light/16 h dark, 22°C) were used for the isolation and transfection of protoplasts. The method of transfection was based on previously described.[50] For transfection, we used 10% PEG final concentration. After 1 day of incubation, the protoplasts were harvested for real time-qPCR and luciferase activity assays. For determining promoter activity, we used luciferase assay system (Promega, E1500) and microplate luminometer (Berthold).

### Phylogenetic analyses

Multiple alignment of amino acid sequences was performed using the ClustalX2.1 program (http://www.clustal.org/download/current/), which generates aligned phy format files. These aligned files were passed through the PHYLIP program (version 3.69) for phylogenetic analyses (http://evolution.genetics.washington.edu/phylip.html). In the PHYLIP software, SEQBOOT, PROTDIST, NEIGHBOR, and CONSENSE programs were run sequentially to generate draft unrooted phylogenetic trees and to obtain bootstrap values. The phylogenetic tree was drawn using the TreeView program (http://taxonomy.zoology.gla.ac.uk/rod/treeview.html).

### Whole mount *in situ* hybridization

All *in situ* hybridization experiments were performed as described previously.[51] For signal detection using NBT/BCIP (Roche, 11681451001), 100 ng of DIG-labelled RNA probes per mL of ALP buffer was used for hybridization. The images were obtained by light microscopy.

For fluorescence detection using HNPP (2-hydroxy-3-naphtoic acid-2'-phenylanilide phosphate, Roche, 1758888001), leaves were hybridized with DIG-labelled RNA probes, then stained with a mixture of 10 μl HNPP and 0.25 mg Fast Red TR solution per mL in ALP buffer containing 2 mM levamisole for 30 min at room temperature. Leaves were washed in distilled water for 10 min and incubated with 0.2 μg per mL DAPI (4,6-diamidino-2-phenylindole) for 10 min at RT for nuclear counter-staining. Fluorescence was detected by confocal laser scanning microscopy (LSM700, Carl Zeiss).

### Statistical analysis

Statistical analyses were performed using an unpaired Student’s *t*-test. For multiple comparisons, we used a one-way ANOVA and post-hoc test. We considered *P* < 0.05 as statistically significant. All statistical analyses were performed using the statistical package R.[52]

## Supporting information

S1 Fig Effects of long-term submergence on the three plants, *R*. *trichophyllus*, *R*. *sceleratus*, and Arabidopsis. (A) Cartoon depicting habitats of *R*. *trichophyllus*, *R*. *sceleratus*, and *A*. *thaliana*. (B) Effects of long-term submergence on the plant growth. For *R*. *trichophyllus* and *R*. *sceleratus*, 1 week-old seedlings after germination on the MS media were transferred to aquatic condition for 3 weeks. For Arabidopsis, 4 day-old seedlings after germination were transferred to aquatic condition for 2 weeks.
(TIF)

S2 Fig **Comparison of gene expressions between terrestrial vs aquatic/submerged plants of *R*. *trichophyllus* (A) and *R*. *sceleratus* (B).** Differential expressions of genes affiliated to GO terms for defense, wax, stomata, and vasculature were compared. The ortholog of *RtPDF1*.*4* for *R*. *sceleratus* could not be cloned. For submergence, two weeks old plants grown on solid MS media were submerged into water for 5 days for RNA extraction.
(TIF)

S3 Fig Effects of auxin and brassinosteroid on the leaf index of terrestrial leaves of *R*. *trichophyllus*. (A) Effect of auxin agonist, NAA, on the leaf index. (B) Effects of brassinosteroid inhibitor, EBL, and an agonist, bikinin, on the leaf index. The data are presented as means ± SD from three biological replicates.
(TIF)

S4 Fig Effects of ethylene and ABA on the leaf morphologies of *R*. *sceleratus*. (A) Land-grown plants treated with (+: lower panel) or without (control: upper panel) ethylene precursor ACC. 1 week-old seedlings were treated with ethylene, then analyzed after 7 days. (B) Submerged plants treated with (+: lower panel) or without (control: upper panel) ABA. 1 week-old seedlings were submerged into ABA-containing water, then analyzed after 10 days. Images from left to right, seedling morphologies, microscopic structure of cell shapes, vessel elements in petiole. Black arrowhead denotes stomata, white arrowhead denotes vessel elements.
(TIF)

S5 Fig Phylogenetic trees of orthologs of *KAN* and *HD-ZIPIII* gene families. (A and B) The families of *KAN* (A) and *HD-ZIPIII* (B) genes from *R*. *trichophyllus* and *R*. *sceleratus* were aligned with those of *A*. *thaliana* based on amino acid sequences. *AtPSR1* and *AtML1* were used as out-groups. Bootstrap values are denoted beside branch nodes. Only values greater than 75 are presented.
(C) Overexpression lines of *RtKAN* and *RtHD-ZIPIII* genes can provoke abnormal leaf formation. 2 weeks-old seedlings were fictured.
(TIF)

S6 Fig Whole mount *in situ* hybridization of *RtKANa* and *HD-ZIPIIIa* by HNPP staining. DAPI is in blue and HNPP signal for *RtKANa* or *RtHD-ZIPIIIa* is in red. The right panels show the merged fluorescence of DAPI and HNPP. **A-C.** Hybridization signals for *RtKANa* detected in terrestrial leaves (A), aquatic leaves (B), and terrestrial leaves treated with ethylene (C). **D-F.** Hybridization signals for *RtHD-ZIPIIIa* detected in terrestrial leaves (D), aquatic leaves (E), and aquatic leaves treated with ABA (F). Ab, abaxial side; Ad, adaxial side.
(TIF)

S7 Fig Expressions of leaf polarity genes from *R*. *sceleratus* and *A*. *thaliana* are not affected by submergence. Comparison of transcript levels of *KANs* and *HD-ZIPIIIs* from *R*. *sceleratus* (A) and *A*. *thaliana* (B) before and after submergence. For submergence, two weeks old plants grown on solid MS media were submerged into water for 5 days for RNA extraction.
(TIF)

S8 Fig Leaf architecture is similar between terrestrial and aquatic leaves. (A) Terrestrial (left panel) and aquatic leaves (right panel) from 1^st^ true leaves. Upper row is 1^st^ to 3^rd^ leaves and lower row is 4^th^, 5^th^, and 6^th^ leaves.
(B) 1^st^ leaves of terrestrial leaves (left panels) and aquatic leaves (right panels).
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

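RNA from aquatic and terrestrial plants was sequenced in 6 libraries, 3 per condition. Replicate 1 of both conditions is labelled leaf at 14 days, and replicates 2 and 3 leaf with shoot apical meristem at 11 days. Samples were grouped by the labels, and their numbers were taken to pair the libraries of an experiment.

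The authors assembled the reads de novo with Trinity and name TopHat for mapping and Cufflinks for FPKM, with no versions. The deposited library files are in the layout of RSEM, which is not named in the sources used here. The authors' expected counts are estimated fragments per assembled transcript, and the deposited values were whole numbers in every library. The TPM values were scaled by the authors to the sum of all transcripts of a library before they were deposited. The FPKM values were made by the authors per length of transcript and per sequenced fragments, and as deposited precede the quantile normalization of the methods. The authors' deposited annotation table gives, for each of 20788 transcripts, the best protein match, its alignment score and the percent of identical residues (median 58% for *Arabidopsis* matches), and GO terms. Of these transcripts, 1731 had a fungal match. The search tool is not given in the sources used here, and 6 columns of values per library in that table were not used here. The authors' deposited tables on leaf GO terms hold FPKM summed over the libraries of a condition and the log2 of their ratio, as computed by the authors.

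Expected counts were tested per transcript and, summed over the transcripts with the same *Arabidopsis* match, per homolog. The test was edgeR 4.0.16 (quasi-likelihood, TMM scaling, minimum count of 10, harvest and condition as terms) in R 4.3.3, with adjusted p under 0.05 as the threshold. The difference in the aquatic effect between harvests was tested by an interaction term, for which the 14-day harvest has 1 library per condition, so the spread comes from the other libraries. Gene lists with at least 3 tested members were compared with all other homologs by camera of limma 3.58.1, with a preset and an estimated correlation between genes. These versions can differ where the genes are hardly correlated. The defence list had an estimated correlation of -0.0115, and p = 0.0359 from camera before adjustment, against 0.000477 with the preset one. Not passing with an estimated correlation is therefore not in itself a sign of correlated genes. With an estimated correlation the p-value rests on the residual degrees of freedom of the fit, few with 6 libraries. Hardly any group can then pass after adjustment, so not passing is little evidence against it. Other fits used DESeq2 1.42.0 and limma on quantile-normalized log2 FPKM with a pseudocount of 1. Ratios of FPKM per experiment, tables and plots used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

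The tests, the gene lists and the rule for named genes were written before the data were examined. Named genes are every gene of Fig. 2C and of the RT-qPCR figures with a matching homolog (their values in the figures had been seen), the 10 largest increases and the 10 largest decreases, and the 4 members of each list with the smallest adjusted p. The largest changes had to pass the threshold, have the same direction in all 3 experiments and hold at least 50 counts in each library of the higher condition. The lists are stomata, guard cell, xylem, vascular patterning, wax and cutin, defence, hypoxia, ethylene, ABA, leaf polarity, gibberellin, auxin, photosynthesis, cell wall expansion, aquaporin, heat shock and senescence genes, markers of shoot apex and dividing cells, of root, of flower and of housekeeping, and the genes of Fig. 2C and of the RT-qPCR figures. The tests on GO terms (camera, and Fisher's exact test for over-representation, among terms with at least 10 tested homologs) were chosen after the data were seen. A homolog was counted under a term only where the annotation table gives that term directly, so homologs of narrower terms were not added. Every evidence code was kept except ND (no data). A term can therefore hold homologs placed there by computation alone.

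Libraries of the same harvest deviated together: the correlation over homologs of their deviations from the mean of their condition was 0.662, 0.543 and 0.465 for terrestrial and aquatic replicates 1, 2 and 3 of the same number. Terrestrial replicate 2 with aquatic replicate 3 had 0.477 and terrestrial replicate 3 with aquatic replicate 2 had 0.593, so the correlations follow the harvest and not the number, and within the 11-day harvest the correlation was -0.0784. A fit with the replicate number as a block, planned before the data were examined, was set beside the others.

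Beside the settings given at each result, 17 others were tried for the homologs and gene lists and 16 for the FPKM ratios, 4 of the latter chosen after the data were seen. They cover the tool, the scaling, the filter, the pseudocount, the design, the fold and each library left out in turn. The tests were also run on simulated data in which 100 homologs or transcripts had a known change of each size. These were a small share of those tested. In the real data, 3063 of 8154 homologs had an unadjusted p under 0.05 in edgeR, so recovery there may differ. The simulations of the aquatic effect held no difference between harvests. For homologs edgeR recovered 18% of 2-fold and 79% of 4-fold changes (86% and 97% at an unadjusted p under 0.05), with 6 unchanged homologs called. With a replicate block it recovered 6% and 77%. DESeq2 recovered 52% and 92%, with 58 unchanged homologs called, and limma 15% and 77%. For transcripts edgeR recovered 60% of 4-fold changes, and for the interaction on homologs 1% of 4-fold and 62% of 16-fold changes.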

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

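The tests on experiments 1 and 2 and on the causes of the difference between harvests were chosen after the data were seen.

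In experiment 1, 74.2% of the transcripts with a 2-fold FPKM ratio were lower in aquatic plants, and aquatic replicate 1 held 36.2% of its counts in 3 unannotated transcripts that the paper does not discuss. After TMM scaling, the share of lower transcripts in experiment 1 minus the higher share of experiments 2 and 3 was -3.07 points, but this scaling itself centres the ratios (median 1.03), so the harvest without shoot apex stays open. Without the 3 transcripts, with FPKM rescaled to the remaining counts, the share was 42.0%, so the share of counts taken by these 3 transcripts may account for the excess. What these transcripts are was not tested.

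In experiment 2, 17620 transcripts were 2-fold higher and 7358 lower, and 1642 transcripts with a fungal match had a count in aquatic replicate 2, a signal the paper does not report. The total count of that library, 26864711, was the lowest of the aquatic libraries, which argues against a greater depth. Of the transcripts 2-fold higher, 54.1% had at most 3 counts over the other 5 libraries, and 1208 of the 1248 annotated ones among these had a fungal match (96.8%, against 8.33% of the annotation table), so reads from another organism are a candidate source of the excess. Plant defence genes in the same library stay open: the median log2 ratio of aquatic replicate 2 to aquatic replicate 3 over the 9 defence genes was 0.21, at percentile 95.3 of 10000 random lists of like expression.

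The aquatic effect differed between the 14-day libraries, 1 per condition, and the others by an interaction test in edgeR: at 14 days the ratio of aquatic to terrestrial was higher for 217 transcripts and 54 homologs and lower for 1026 transcripts and 322 homologs, and the wax and cutin genes had a median log2 difference of -4.71, 14 of 19 passing as lower. Without the 3 most abundant transcripts of aquatic replicate 1, 97.2% of the transcripts were called in the same direction, which decides nothing as TMM scaling had already allowed for them. The 376 homologs come from a table without these 3, scaled to its own counts. A loss of counts shared alike by all homologs of that library is therefore taken out by the scaling. The number of homologs is the pattern itself and decides nothing, so other effects of these 3 stay open. The prediction for the absence of the shoot apex was that the wax and cutin genes are lower in terrestrial plants too. There replicate 1 against replicates 2 and 3 had a median log2 ratio of 0.22 (quartiles -0.26 to 1.17), against -3.83 in aquatic plants (quartiles -6.05 to -1.18). The prediction was not met. It cannot decide, as the harvests also differ in age by the labels and terrestrial plants have 1 library at 14 days. The shoot apex markers, compared after that test, were lower at 14 days in both conditions, so tissue and age stay open. With 1 aquatic library of that harvest, a single atypical library and the harvest cannot be told apart, and without aquatic replicate 3 edgeR called 0 transcripts (6305 at an unadjusted p under 0.05) but 99 higher and 468 lower homologs, against 189 higher and 540 lower without aquatic replicate 2, 11 higher and 149 lower without terrestrial replicate 2 and 7 higher and 103 lower without terrestrial replicate 3.

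Among named genes, 19 passed this interaction test, 16 of them with a lower ratio at 14 days. The log2 difference was 2.07 for KNAT7, 2.97 for NIP5;1 and 2.48 for HSP101. It was -3.95 for LACS1, -2.64 for ER, -5.95 for MYB60, -10.16 for XCP1, -4.71 for KCS1, -1.79 for CER10, -5.94 for LACS2, -3.28 for XTH5, -9.96 for CER4, -5.10 for RD22, -6.31 for CER3, -5.51 for KCS6, -4.47 for GER1, -5.74 for ABCG22, -10.02 for BDG1 and -1.92 for GAI. XCP1 and BDG1 have 0 counts in aquatic replicate 1, so their values depend on the prior count.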

How the results depend on the processing

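The TMM-scaled FPKM, the rescaled FPKM, the quantile-normalized FPKM with a minimum in both libraries and the exclusion of transcripts seen only in aquatic replicate 2 were chosen after seeing the data, as were the tests on GO terms. Unless a value or the setting's own construction shows it, the cause was not tested.

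A replicate block in edgeR left 2364 higher and 956 lower transcripts and 327 higher and 118 lower homologs, and of 55 named genes that passed, 33 did not; it changed no call of a fixed list. Without the harvest term the counts were 746 higher and 294 lower transcripts and 25 higher and 9 lower homologs (46 named genes lost). DESeq2 called 3858 transcripts lower, and 1405 higher and 1333 lower homologs (31 named genes gained). With no count filter 1284 higher and 542 lower transcripts were called, with assembly genes 2163 were higher, of fewer units tested, and with a 2-fold minimum added to the adjusted p 479 higher and 298 lower homologs. With the single most abundant transcript ABCG11 changed sign to -1.90 and did not pass (adjusted p = 0.362). RLE scaling and the FPKM filter kept every count of tested transcripts and homologs within 1.5 times.

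Past the threshold were 2 lists with limma on quantile-normalized FPKM and 2 without the harvest term, where wax and cutin had adjusted p = 0.0386 and 0.0435 from camera. ABA was placed lower with DESeq2 (adjusted p = 0.958), response to hypoxia lower with limma (adjusted p = 0.869), and defense response passed with DESeq2 (adjusted p = 0.0136).

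Of the transcripts 2-fold higher and lower in any experiment, there were 97416 and 98778 with no FPKM filter, 5057 and 11180 with FPKM of at least 1 in both libraries, and 6027 and 7398 with quantile normalization as well. In all 3 experiments these were 6793 and 6849, 515 and 371, and 707 and 304. Lower in any experiment were 16357 with a pseudocount of 1, 16995 at 3-fold and 18203 with TMM scaling; lower in all 3 were 1104, 931 at 3-fold, 4102 at 1.5-fold and 3349 against the terrestrial mean. Without transcripts seen only in aquatic replicate 2, 14869 were higher and 26313 lower in any experiment, and 1969 and 1810 in all 3.

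Leaving out libraries gave 0 to 4021 transcripts higher and 0 to 2694 lower, and 0 to 885 homologs higher and 0 to 758 lower. Transcripts were 1659 higher and 673 lower without terrestrial replicate 2, 1204 higher and 434 lower without terrestrial replicate 3, 1363 higher and 549 lower without aquatic replicate 2 and 3260 higher and 1276 lower without aquatic replicate 3; homologs were 119 higher and 39 lower, 54 higher and 16 lower, 0 and 0 (2478 at an unadjusted p under 0.05 in edgeR), and 446 higher and 155 lower. Without replicate 2 or replicate 3 of both conditions edgeR called 0 transcripts (9041 and 10253 at an unadjusted p under 0.05) and 0 homologs (1264 and 1369 at an unadjusted p under 0.05). These fits leave little to estimate the spread, so the 0 calls decide little. The difference between harvests ranged over 0 to 203 transcripts higher and 0 to 886 lower, and 7 to 189 homologs higher and 103 to 540 lower. FPKM counts ranged over 12847 to 21851 higher and 13111 to 25406 lower in any experiment, and 2309 to 3891 and 3002 to 3584 in all remaining ones. Lists past the threshold numbered 1 to 4. Adjusted p from camera ranged over 0.532 to 0.999 for ABA, 0.000461 to 0.0207 for defence, 0.102 to 0.938 for ethylene, 0.801 to 0.991 for hypoxia, 0.102 to 0.292 for stomata, 0.0607 to 0.141 for vascular patterning, 0.0121 to 0.106 for wax and cutin and 0.6901 to 0.991 for xylem. For GO terms it ranged over 0.496 to 0.985 for response to hypoxia, 0.0375 to 0.144 for defense response, 0.277 to 0.723 for response to osmotic stress, 0.00102 to 0.00394 for response to ethylene and 0.389 to 0.582 for response to abscisic acid.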

Differences from the paper's values

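The quantile-normalized FPKM with a minimum in both libraries was chosen after seeing the values; the other alternatives named here were set before the data were examined. The paper gives 15.8% of transcripts as changed, and here the number 2-fold higher in any experiment plus the number 2-fold lower in any came to 69.8% of those with FPKM of at least 1, or 66.7% with the 2379 transcripts in both counted once. With FPKM of at least 1 in both libraries the share was 21.0% (20.3% counted once), within 1.5 times of the paper's, and under each other planned setting it was not. In any experiment the paper has about 6500 higher and about 5700 lower transcripts in Fig. 2A, read by eye, and here 25455 and 28400. With FPKM of at least 1 in both libraries 5057 were higher, within 1.5 times of the paper's; no planned setting brought the lower transcripts within that range, and the quantile-normalized FPKM with a minimum in both libraries, chosen after seeing the values, gave 7398. In all 3 experiments the paper has about 1300 higher and about 620 lower in Fig. 2A, read by eye, and here 1969 and 1810. A pseudocount of 0.1 (1903) or of 1 (1454) and a 3-fold minimum (1336) brought the higher transcripts within 1.5 times, and no planned setting the lower ones. For CER9 in experiment 3 the paper shows a ratio of about 1.1 in Fig. 2C, read by eye, and the ratio here was 1.90; against the terrestrial mean it was 1.49, within 1.5 times, and under the other planned settings it was not. Of the 111 ratios of Fig. 2C compared, 108 were equal at 2 significant digits.

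The paper reports the wax genes as lower, and of the 9 it shows that were tested, 8 had a negative log2 fold change (median -1.86), while 0 rose and 0 fell past the threshold in edgeR. As a group these passed as lower in camera without replicate 1 of both conditions (adjusted p = 0.0352), without terrestrial replicate 1 (adjusted p = 0.0342) and without aquatic replicate 1 (adjusted p = 0.0361). The wax and cutin list had adjusted p = 0.11996 (adjusted p = 0.925 with an estimated correlation), and passed as lower with limma on quantile-normalized FPKM, without the harvest term, without either library of replicate 1, and without replicate 1 (adjusted p = 0.0125), replicate 2 (adjusted p = 0.0244) or replicate 3 (adjusted p = 0.0489) of both conditions. The paper names hypoxia, defense and osmotic stress responses as higher, and here camera gave adjusted p = 0.908, 0.0912 and 0.331. Defense response passed with DESeq2, without replicate 3, and by over-representation among the homologs that rose. It had adjusted p = 0.683 from camera with an estimated correlation. Hypoxia and osmotic stress had unadjusted p = 0.487 and 0.437 from Fisher's exact test. The terms here hold only homologs annotated to them directly, not those of narrower terms, so they may be smaller than the paper's. The paper states lower stomatal and vascular genes. Of those it shows that were tested, 8 of 9 for stomata had a negative log2 fold change (median -1.40, adjusted p = 0.11996 from camera) and 6 of 15 for vasculature (median 0.12, adjusted p = 0.890). In the fixed lists 8 of 10 stomatal genes (median -1.53) and 7 of 10 vascular patterning genes (median -1.10) were negative. The fixed stomata, guard cell and vascular patterning lists did not pass as groups while stomatal complex morphogenesis and xylem and phloem pattern formation passed as lower with camera's preset correlation, and not with an estimated one (adjusted p = 0.719 and 0.684).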

Other observations

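In aquatic plants more homologs under the GO terms for nitrate rose than fell, more under chloroplast stroma fell than rose, and a gene of gibberellin synthesis rose. Of 56 homologs under response to nitrate, 27 rose and 1 fell (median log2 fold change 1.53, adjusted p = 2.67e-05 from camera, adjusted p = 0.683 with an estimated correlation), and under nitrate transport 30 of 68 rose and 1 fell (adjusted p = 2.36e-05; adjusted p = 0.683 with an estimated correlation). Of 325 homologs of the chloroplast stroma, 20 rose and 63 fell (adjusted p = 0.00444; adjusted p = 0.683 with an estimated correlation). These terms were picked after their values were seen. GA20OX2, a gibberellin oxidase of the synthesis pathway, rose by 2.01 on the log2 scale (standard error 0.30, adjusted p = 0.0188 from edgeR), from 14.3 ± 5.53 CPM (SD, n = 3) to 62.3 ± 37.0 CPM (SD, n = 3), and GAI, a DELLA repressor, fell by 2.28 (adjusted p = 0.0303). AS1, a MYB factor of leaf form, fell by 1.198 (standard error 0.13, adjusted p = 0.0128), and KAN4 rose by 1.51 (adjusted p = 0.0185). AHA1, a plasma membrane proton pump, rose by 2.23 (standard error 0.22, adjusted p = 0.0114), from 1573 ± 339 CPM (SD, n = 3) to 7397 ± 673 CPM (SD, n = 3). XTH32, a xyloglucan hydrolase, fell by 2.84 (adjusted p = 0.0207), and RBCS1A, a Rubisco subunit, fell by 1.44 (adjusted p = 0.0335). DIN6, an asparagine synthetase induced in the dark, rose by 3.94 (adjusted p = 0.0220), and SIP1;1, an aquaporin, rose by 0.66 (adjusted p = 0.0219). In the fit with a replicate block AS1 (adjusted p = 0.0423) and AHA1 (adjusted p = 0.0298) passed, and GA20OX2 (0.0526), GAI (0.0816), KAN4 (0.0573), XTH32 (0.0630), RBCS1A (0.0878), DIN6 (0.05099) and SIP1;1 (0.0550) did not.

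By list, for leaf polarity 1 rose and 2 fell of 6 (1 higher and 3 lower when adjusted over the list alone; adjusted p = 0.127 from camera), and for gibberellin 1 rose and 1 fell of 5 (2 higher and 3 lower when adjusted over the list alone; adjusted p = 0.859 from camera). For photosynthesis 0 rose and 1 fell of 16 (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.410 from camera); camera placed this list lower without replicate 3 of both conditions (adjusted p = 0.0372) and higher without replicate 1 of both conditions (adjusted p = 0.643). For cell wall expansion 1 rose and 1 fell of 11 (1 higher and 1 lower when adjusted over the list alone; adjusted p = 0.594 from camera), and for aquaporins 1 rose and 0 fell of 6 (2 higher and 0 lower when adjusted over the list alone; adjusted p = 0.486 from camera). For senescence 1 rose and 0 fell of 3 (1 higher and 0 lower when adjusted over the list alone; adjusted p = 0.280 from camera). Among auxin genes 0 rose and 0 fell of 7 (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.294 from camera), among heat shock genes 0 rose and 0 fell of 3 (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.890 from camera), among root markers 0 rose and 0 fell of 4 (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.7197 from camera) and among housekeeping markers 0 rose and 0 fell of 4 (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.890 from camera), all from edgeR, which called 3063 of all homologs at an unadjusted p under 0.05. Of the flower markers 0 were tested.

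Of 20 *Arabidopsis* genes listed for the paper's RT-qPCR figures, which used other samples, 9 had a matching homolog and 8 were tested. KAN1, KAN2, KAN3, AAO1, AAO3, ACO4, PHB, EPFL9 and ABI3 were among those with no match, so they were not examined. Homologs are named by best match and were not shown to be the genes that the paper cloned. The log2 fold changes in the RNA-seq libraries were ERF38 3.16 (adjusted p = 0.00679), REV -1.03 (adjusted p = 0.0251), ATHB15 -1.18 (adjusted p = 0.0548), EIN3 0.50 (adjusted p = 0.128), XTH5 -1.48 (adjusted p = 0.23002), ACO1 -1.35 (adjusted p = 0.257), RD22 -1.61 (adjusted p = 0.357) and VND7 0.05 (adjusted p = 0.928, with 35 terrestrial and 32 aquatic counts). Of 8 tested, 1 rose and 1 fell (1 higher and 2 lower when adjusted over the list alone; not independent evidence). In the authors' deposited tables on leaf GO terms, edgeR called 2 transcripts higher and 8 lower of 65 for leaf polarity, 3 and 27 of 170 for leaf morphology, and 23 and 4 of 110 for cell expansion. For leaf development it called 6 higher and 10 lower of 121, for cell growth 6 and 9 of 121, and for meristem development 0 and 3 of 57.

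The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05, and these counts of splits were chosen after the results were seen. The real split called 6073 transcripts and 1336 homologs in edgeR, and the highest other split 0 and 0, so that 1 of 10 splits gave as many for each. For gene lists the real split had 1 past the threshold in camera and the highest other 10, with 9 of 10 splits giving as many. That highest split set terrestrial replicates 1 and 2 and aquatic replicate 3 against the other libraries and parts as many pairs as the real one. It also keeps terrestrial and aquatic replicate 1 in opposite groups, so the difference between conditions at 14 days enters it. This difference, a structure of the samples besides the condition or camera's preset correlation may be the reason, and none of them was tested. The list past the threshold on the real split, defence, had adjusted p = 0.861 from camera with an estimated correlation. That estimate, -0.0115, was below the preset value, so a higher correlation is not why this list did not pass. With an estimated correlation the test rests on the few residual degrees of freedom of the fit. A replicate block in the fit of the real split left 1 list past the threshold with the preset correlation, defence, which had adjusted p = 0.933 from camera with an estimated one.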
